# Calcineurin inhibition rescues alloantigen-specific central memory T cell subsets that promote chronic GVHD

**DOI:** 10.1172/JCI170125

**Published:** 2024-06-03

**Authors:** Yewei Wang, Md Ashik Ullah, Olivia G. Waltner, Shruti S. Bhise, Kathleen S. Ensbey, Christine R. Schmidt, Samuel R.W. Legg, Tomoko Sekiguchi, Ethan L. Nelson, Rachel D. Kuns, Nicole S. Nemychenkov, Erden Atilla, Albert C. Yeh, Shuichiro Takahashi, Julie R. Boiko, Antiopi Varelias, Bruce R. Blazar, Motoko Koyama, Simone A. Minnie, Andrew D. Clouston, Scott N. Furlan, Ping Zhang, Geoffrey R. Hill

**Keywords:** Immunology, Transplantation, Bone marrow transplantation, T cells

## Abstract

Calcineurin inhibitors (CNIs) constitute the backbone of modern acute graft-versus-host disease (aGVHD) prophylaxis regimens but have limited efficacy in the prevention and treatment of chronic GVHD (cGVHD). We investigated the effect of CNIs on immune tolerance after stem cell transplantation with discovery-based single-cell gene expression and T cell receptor (TCR) assays of clonal immunity in tandem with traditional protein-based approaches and preclinical modeling. While cyclosporin and tacrolimus suppressed the clonal expansion of CD8^+^ T cells during GVHD, alloreactive CD4^+^ T cell clusters were preferentially expanded. Moreover, CNIs mediated reversible dose-dependent suppression of T cell activation and all stages of donor T cell exhaustion. Critically, CNIs promoted the expansion of both polyclonal and TCR-specific alloreactive central memory CD4^+^ T cells (T_CM_) with high self-renewal capacity that mediated cGVHD following drug withdrawal. In contrast to posttransplant cyclophosphamide (PT-Cy), CSA was ineffective in eliminating IL-17A–secreting alloreactive T cell clones that play an important role in the pathogenesis of cGVHD. Collectively, we have shown that, although CNIs attenuate aGVHD, they paradoxically rescue alloantigen-specific T_CM_, especially within the CD4^+^ compartment in lymphoid and GVHD target tissues, thus predisposing patients to cGVHD. These data provide further evidence to caution against CNI-based immune suppression without concurrent approaches that eliminate alloreactive T cell clones.

## Abstract 2

Calcineurin inhibition mitigates exhaustion and rescues alloreactive central memory T cells in mice following bone marrow transplant.

## Introduction

Allogeneic hematopoietic stem cell or bone marrow transplantation (BMT) is a curative therapy for many hematological diseases and metabolic disorders. However, graft-versus-host disease (GVHD) contributes to considerable morbidity and mortality despite active pharmacological intervention (1, 2). Despite progress in recent decades (2), chronic GVHD (cGVHD) has limited therapeutic options, highlighting the importance of GVHD prevention strategies that invoke immune tolerance. Preclinical murine and human studies have demonstrated a critical role for donor naive T cells (T_N_) in the induction and development of acute and chronic GVHD (3, 4). The ability of T_N_ to induce GVHD is partly due to their high TCR diversity, long-term persistence, and the ability to differentiate into effector and memory T cell populations after BMT (5). T_N_ that escape immune suppression after allogeneic BMT differentiate into stem-like central memory T (T_SCM_) cells, which repopulate the T cell pool and determine the ongoing spectrum of the allogeneic immune response (6, 7). Precursors of exhausted T cells (T_PEX_) are a small subset of memory T cells that retain proliferation potential and are characterized by the expression of *Tcf7*-encoded transcription factor T cell factor 1 (TCF-1), PD-1 and CD62L (8–11). Alloantigen-specific central memory T cells (T_CM_), with or without stem-like properties also contribute to the pathogenesis of GVHD (12–14) due to their capacity for self-renewal and their long-term persistence (15). High expression of CD62L is characteristic of these T cell populations (10) and, thus, a small number of CD62L^+^ T cells have the ability to reconstitute all T cell populations and cause GVHD after adoptive transfer (16). In contrast, alloantigen-primed or alloantigen-specific effector memory T cells (T_EM_) have a limited capacity to expand and mediate GVHD due to cell-intrinsic properties (14, 17). Thus, pharmacological modulation of T cell expansion, differentiation, exhaustion, and persistence may affect the establishment of immune tolerance after BMT.

IL-2 plays a critical role in regulating immune tolerance, effector T cell responses, and the development of immune memory (18). While prolonged exposure to IL-2 signaling promotes terminal differentiation of memory T cells (19), weak IL-2 signaling with enhanced signaling of IL-15 or other common γ-chain cytokines favors development of T_CM_ and T cell longevity (20). Thus, modulation of IL-2 signaling is predicted to have long-term consequences on T cell differentiation and immune tolerance. Activated CD4^+^ T cells are the major producer of IL-2, provide help to CD8^+^ T cells, and are important to the induction of GVHD, particularly when donor and host are MHC-matched (18). Calcineurin inhibitors (CNIs) including Cyclosporine A (CSA) and Tacrolimus (TAC) suppress T cell expansion and function by impairing nuclear factor of activated T cells–mediated (NF-AT–mediated) IL-2 production (21, 22). CNIs are the backbone of standard prophylaxis regimens for acute GVHD (aGVHD) (23). However CSA also impairs the induction of immune tolerance by disrupting central tolerance (24) and homeostasis of regulatory T cells (Tregs) (25). Thus, understanding the effect of CNIs on memory differentiation of alloreactive T cells after BMT and the consequences on long-term immune tolerance represents an important unmet need.

Cyclophosphamide (Cy) is an alkylating agent that acts by forming DNA crosslinks during DNA replication and therefore has a profound effect on dividing cells. T_N_ are thus relatively less sensitive to its actions (6). Cy is generally administered at 3–4 days post-BMT (PT-Cy) and selectively depletes recently stimulated alloreactive effector T cells while sparing regulatory T cell responses (23, 26). PT-Cy has significantly improved the efficacy of GVHD prophylaxis, particularly benefiting haploidentical transplants that has permitted effective BMT across MHC barriers. Hence, we compared the immunomodulatory effect of PT-Cy to CNIs, aiming to provide insight of their respective mechanisms of action.

Here we investigated the mechanisms by which CNIs affect immune tolerance with discovery-based single cell gene expression and T cell receptor (TCR) assays of clonal immunity in tandem with traditional protein-based approaches and preclinical modeling. Collectively, we have shown that although CNIs attenuate aGVHD by preventing the generation and trafficking of effector T cells into target organs, they paradoxically suppress all stages of T cell exhaustion and favor the expansion of alloreactive T_CM_ particularly prominent in the CD4^+^ compartment, preventing the establishment of immune tolerance and promoting cGVHD. These data provide further evidence to caution against CNI-based immune suppression without concurrent approaches that eliminate alloreactive T cell clones.

## Results

### CSA promotes the self-renewal capacity of donor T cells.

CSA is thought to inhibit GVHD by suppressing IL-2 mediated T cell expansion (22, 23). Therefore, we firstly examined the effect of CSA on T cell expansion and function in a preclinical mouse model. We treated mice with CSA at a common clinical weight-based dose (5 mg/kg/d) until day 13 after BMT to mimic the use of CNIs early after clinical BMT, since manifestations of cGVHD can occur by 3 weeks in these murine preclinical systems (27, 28). As expected, CSA inhibited the expansion of donor T cells (Figure 1, A and B) but was associated with only marginal suppression of T-bet and cytokine production that was most consistent in CD4^+^ T cells (Figure 1, C–G). While IFN-γ^+^IL-10^+^ type-1 regulatory (Tr1) T cells (29) were reduced in total number (Figure 1H), FoxP3^+^ Tregs were unaffected (Figure 1I). Given the ability of CSA to modulate IL-2 availability, we next asked if CSA treatment affected the differentiation of memory T cells (19, 20). Indeed, CSA increased the frequency of both CD4^+^ and CD8^+^ T_N_ and T_CM_ subsets beyond 2 weeks after BMT (Figure 1, J and K). Doses of CSA and other therapeutic agents can generally not be interchanged between humans and mice on a per kg basis. Indeed, there have been previous suggestions that body surface area calculations are more appropriate to convert doses across species whereby 5 mg/kg in humans would equate to approximately 60 mg/kg in mice (30), although these assumptions have also been challenged (31). Nevertheless, CSA dosing in mice has generally been between 25 and 100 mg/kg (32–36) and we thus subsequently investigated the effects of higher CSA doses (50 mg/kg/d) to further clarify mechanisms of immune modulation in vivo.

Higher doses of CSA significantly suppressed the expansion of CD8^+^ T cells. Conversely, CD4^+^ T cells were increased in frequency and number (Figure 2A and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI170125DS1) resulting in higher CD4^+^-to-CD8^+^ ratios (Figure 2B). These differential effects were only seen at higher CSA doses (Figure 2C and Supplemental Figure 1B). Mechanistically, CD4^+^ T cells had reduced levels of apoptosis after CSA treatment, as determined by caspase-3, with minimal effects on proliferation, as determined by Ki-67. In contrast, higher doses of CSA enhanced apoptosis in CD8^+^ T cells primarily in actively dividing cells (Figure 2D and Supplemental Figure 1C). Cytokine expression was dramatically but reversibly suppressed in both CD4^+^ and CD8^+^ T cells (Figure 2E and Supplemental Figure 1, D and E) by higher dose CSA, which nearly completely recovered following drug withdrawal (Figure 2F and Supplemental Figure 1F). Consistent with our previous findings at lower CSA doses, both CD4^+^ and CD8^+^ T_CM_ were sustained at a higher frequency and numbers in recipients of CSA (Figure 2, G and H, and Supplemental Figure 1, G and H). We next adoptively transferred T cells from BMT recipients receiving CSA treatment into untreated secondary recipients (Supplemental Figure 1I). CSA-treated T cells maintained a higher frequency of T_CM_ 5 weeks after adoptive transfer in both CD4^+^ and CD8^+^ T cell compartments (Figure 2, I and J). Moreover, treatment with CSA enhanced recovery of all memory CD4^+^ subsets (T_CM_ and T_EM_) following adoptive transfer (Figure 2K). Consistently, CSA treatment prevented aGVHD lethality although survivors developed GVHD at later time points beyond 8 weeks (Figure 2L). Therefore, CSA promoted the survival, expansion, and self-renewal capacity of alloreactive T_CM_ but failed to invoke long-term immune tolerance (6, 12).

### CSA differentially inhibits the clonal expansion of CD8^+^ versus CD4^+^ T cells.

We next conducted single cell RNA-Seq on donor T cells 7 days after BMT in which polyclonal WT T cells were transplanted together with alloreactive TEa TCR transgenic T cells (1,000 per recipient). 

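Recipients were given saline, CSA at 5 mg/kg or CSA at 50 mg/kg daily from day 0 to day 6, and T cells were taken from the spleens of 6 mice per group on day 7. The spleens of 2 mice were combined, which gave 3 pools per group, and the pools of a group were told apart by hashtag antibodies. CD4+ and CD8+ T cells of a group were sequenced together in 1 droplet capture, so a difference between captures and a difference between treatments cannot be told apart. The deposited values were raw counts of unique molecular identifiers (UMIs) for 18029 genes in 10371 CD4+ and 10833 CD8+ cells. A pool held between 918 and 1528 CD4+ cells and between 4086252 and 7663132 UMIs in these cells. The median number of UMIs per CD4+ cell was 3107 with saline, 4416 with 5 mg/kg and 5998 with 50 mg/kg. For CD8+ cells, a pool held between 692 and 1615 cells and between 4392100 and 11454636 UMIs, with medians per cell of 4108, 6121.5 and 7183. Counts were summed over the cells of each pool without TEa cells, scaled by edgeR's TMM method and compared between groups with pools, not cells, as replicates (n = 3 pools per group).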

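In CD4+ T cells, 10568 genes had enough counts to be tested. At 5 mg/kg, 5467 genes differed from saline at a threshold of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2758 higher and 2709 lower. At 50 mg/kg, 7454 genes passed, 3669 higher and 3785 lower, and 7687 genes passed at the same threshold on unadjusted p. The saline pools and the pools at 50 mg/kg did not overlap for 7682 genes (72.7%), where chance gives 10%. Of the 5001 genes that passed at both doses, 4876 changed in the same direction, 4040 of them by more at 50 mg/kg. Both comparisons share the saline pools, which alone makes them alike: the log2 changes had a Pearson correlation across genes of 0.628, against 0.536 for groups simulated without a change. DESeq2 moved the number at 5 mg/kg most, to 4154 genes. With scaling by library size only, the median log2 change of all genes moved to -0.37 at 5 mg/kg and -0.45 at 50 mg/kg, and the direction of the calls shifted with it: 926 genes higher and 5718 lower at 5 mg/kg, and 1599 higher and 6239 lower at 50 mg/kg. Among genes of at least 50 CPM on average with no overlap between pools, the largest rises at 50 mg/kg were those of *Lmna*, *Ly6c2*, *Klrg1*, *Ctla2a* and *Chchd10*. *Lmna* rose from 2.33 ± 0.390 CPM (SD, n = 3 pools) with saline to 4.54 ± 0.995 and 181 ± 20.7 CPM at the 2 doses, a log2 change of 6.24 (standard error 0.13) at 50 mg/kg (adjusted p = 4.25e-19, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 changes of the other 4 lay between 2.59 and 3.66. The largest falls were those of *Sostdc1*, *Ccl1*, *Nrgn*, *Lilr4b* and *Pdcd1*. *Sostdc1* had 2045 UMIs with saline, 1619 at 5 mg/kg and 0 at 50 mg/kg, at least 698-fold lower than with saline with TMM scaling (946-fold as a share of all UMIs) when 3 UMIs over the group are taken as the limit. *Ccl1* rose at 5 mg/kg, by a log2 change of 1.35 (standard error 0.17, adjusted p = 9.46e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and fell by 5.09 on the log2 scale at 50 mg/kg (standard error 0.32, adjusted p = 8.41e-12 from the same test). At 50 mg/kg *Ccl1* was 4.64 ± 5.67 CPM, and its log2 change ranged from -6.79 to -4.46 when 1 pool was left out. *Pdcd1* went from 223 ± 33.1 CPM with saline to 234 ± 8.77 and 20.7 ± 8.85 CPM.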

TEa cells (280 cells or 1.3% of total) demonstrated equal distribution across clusters (Supplemental Figure 2A) and therefore were not analyzed separately and were excluded from the analysis of the polyclonal T cell response. 

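The deposited table of cells marked 280 cells as TEa, 1.32% of all cells and 2.70% of CD4+ T cells, and no CD8+ cell. The number expected in each CD4+ cluster was taken from the cluster's cells in each treatment group and that group's TEa share. In C0, 26 TEa cells were found where 52.9 were expected, a ratio of 0.491. In C5, 36 were found where 20.5 were expected (ratio 1.75), and in C3, 39 where 24.7 were expected (ratio 1.58). TEa cells made up 1.38% of C0 (95% exact Clopper-Pearson interval 0.904% to 2.02%) and 3.94% of C6 (2.61% to 5.68%). None was among the 309 cells of T_N_, where the interval reaches 1.19%, or among the 104 cells of Treg, where it reaches 3.48%. These limits cover counting error only. The chi-square of the 13 clusters was 47.8 (permutation test with the TEa marks shuffled within groups, p = 4e-05). Over the 12 clusters of at least 100 cells it was also 47.8, with p = 1e-05 in the same permutation test, the smallest these permutations can give. Marks were shuffled over single cells and not over pools, so these p-values cover counting error only. The TEa share of CD4+ T cells was 2.89% ± 0.562 (SD, n = 3 pools) with saline, 4.21% ± 0.440 at 5 mg/kg and 0.876% ± 0.209 at 50 mg/kg (exact two-sided trend test, p = 0.388). Either dose differed from saline without overlap of pools, for which the smallest exact p with 3 pools against 3 is 0.1.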

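The authors' table assigned each CD4+ T cell to 1 of 13 clusters, C0 to C12, and the share of each cluster was computed per pool over cells other than TEa cells. Shares were compared across saline, 5 mg/kg and 50 mg/kg by an exact two-sided Jonckheere-Terpstra trend test over all assignments of pools to groups, with Benjamini-Hochberg adjustment over the clusters. At a threshold of 0.05, 6 of 13 clusters changed, of which C1, C3 and C11 rose and C0, C4 and C6 fell. The shares at 50 mg/kg did not overlap with saline in 7 clusters, where chance gives 10%. C0 fell from 25.8% ± 1.41 (SD, n = 3 pools) with saline to 14.5% ± 1.44 and 12.6% ± 2.86 at the 2 doses (adjusted p = 0.0206, exact trend test). This call was the one that moved most. Its adjusted p was 0.308 in cells of at least 2000 UMIs and 0.0774 in cells with a TCR clonotype, within a range of 1.34e-04 to 0.308 over the alternatives (exact trend test or, for the lowest, edgeR). Leaving out 1 pool moved it above the threshold in 6 of 9 cases. C11, the Treg cluster, went from 0.469% ± 0.261 to 0.828% ± 0.222 and 1.92% ± 0.261 (adjusted p = 0.00929, exact trend test). C5, a cycling effector cluster, held 6.40% ± 0.911 with saline, 6.18% ± 0.942 at 5 mg/kg and 14.3% ± 0.239 at 50 mg/kg. Its exact trend test did not pass (adjusted p = 0.137), while edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on numbers of cells gave a log2 change of 1.15 at 50 mg/kg (adjusted p = 3.48e-05, range 3.48e-05 to 0.273 over the alternatives). The other 6 clusters had adjusted p between 0.631 and 1 in the exact trend test.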

We identified 13 clusters in CD4^+^ T cells with clusters 0, 1, 3, 4, and 6 demonstrating differential frequencies across groups (Figure 3, A–C). C0 and C1 were both effector T cells with the latter expressing lower levels of activation and effector RNA (*Cd226*, *Cxcr6*, *Tbx21*, *Gzma*, and *Gzmb*). 

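Counts were summed per pool and cluster, and C1 was compared with C0 in the same 9 pools with pool as a block. Because the clusters were made from the same counts, p-values between clusters describe the clusters and do not test them. Of 6844 genes tested, 1095 were higher and 1125 lower in C1. Without TMM scaling, *Cd226* was 67.8 ± 18.0 CPM (SD, n = 9 pools) in C1 and 155 ± 90.9 CPM in C0, lower in 8 of 9 pools, with a log2 difference of -0.76 (standard error 0.15, adjusted p = 6.12e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gzmb* was 474 ± 82.1 CPM in C1 and 1103 ± 320.0 CPM in C0 and lower in 9 of 9 pools (log2 difference -0.99, standard error 0.18, adjusted p = 2.93e-04 from the same edgeR test). The other 3 genes did not pass. Their TMM-scaled log2 difference was -0.16 for *Tbx21* (adjusted p = 0.217, lower in 8 of 9 pools), 0.09 for *Cxcr6* (adjusted p = 0.446, lower in 7 of 9 pools without TMM scaling) and 0.19 for *Gzma* (adjusted p = 0.387, lower in 6 of 9 pools without TMM scaling) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The comparison within the saline pools moved this family most. There *Gzma* was higher in C1, with a log2 difference of 0.48 (adjusted p = 2.72e-06, range 2.72e-06 to 0.764 over the alternatives, edgeR). In naive T cells (C9), which should lack *Gzmb*, it took 0.0554% ± 0.00665 of UMIs in the saline pools (n = 3), against 0.0525% ± 0.00558 in C1 and 0.0865% ± 0.00198 in C0. With saline, C1 was thus not above T_N_ cells, while at 50 mg/kg it held 0.0379% ± 0.00193 against 0.00673% ± 0.00471 in T_N_ cells.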

C3 and C6 were cycling effector T cells (high for *Mki67*, *Pclaf*, *Tbx21*, *Gzma*, and *Gzmb*) with C3 expressing lower activation and effector RNA (*Cd226*, *Cd44*, *Tox*, and *Bhlhe40*) (Figure 3, A–C). 

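Mean CPM over the pools with at least 10 cells of a cluster was ranked over the 13 CD4+ clusters. *Mki67* was highest in C6, at 3318 ± 727 CPM (SD, n = 8 pools), followed by C5 at 801 ± 521 CPM and C3 at 595 ± 151 CPM (n = 9). *Pclaf* was highest in C3, at 869 ± 97.2 CPM, followed by C6 at 538 ± 153 CPM. For *Tbx21*, C6 ranked 2 and C3 ranked 3, at 147 ± 31.5 and 133 ± 16.3 CPM. *Gzmb* ranked 2 in C6 (1316 ± 805 CPM) and 5 in C3 (1002.5 ± 447 CPM), against 339 ± 220 CPM in T_N_ cells. *Gzma* ranked 2 in C3 (325 ± 288 CPM) and 5 in C6 (307 ± 218 CPM), but T_N_ cells held 242 ± 197 CPM, and these differences were smaller than the spread between pools. C3 was then compared with C6 in the 8 pools in which both had at least 10 cells. *Cd226* was 58.1 ± 22.2 CPM in C3 and 184 ± 90.4 CPM in C6 and was lower in 8 of 8 pools, with a log2 difference of -1.27 (standard error 0.16, adjusted p = 3.68e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *Cd44*, *Tox* and *Bhlhe40*, the log2 differences were -0.67, -0.77 and -0.39, lower in 7, 6 and 7 of 8 pools, with adjusted p of 0.00108, 1.84e-04 and 0.0163 in the same edgeR test. Within the saline pools *Cd44* no longer passed (log2 difference -0.32, adjusted p = 0.125, range 0.0115 to 0.125, edgeR and DESeq2). *Bhlhe40* no longer passed with DESeq2 (log2 difference -0.34, adjusted p = 0.105, range 1.82e-05 to 0.105).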

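Cluster C4 was compared with all other CD4+ T cells in 9 pools. It held as few as 11 cells in a pool. *Cxcr5* was 124 ± 90.7 CPM (SD, n = 9 pools) in C4 and 21.7 ± 15.6 CPM in the other cells, a log2 difference of 2.42 (standard error 0.15, adjusted p = 6.30e-37, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Bcl6* was 50.9 ± 41.8 CPM against 10.6 ± 6.10 CPM (log2 difference 2.21), *Tcf7* 444 ± 307 CPM against 128 ± 59.2 CPM (log2 difference 1.60) and *Icos* 761 ± 452 CPM against 331 ± 141 CPM (log2 difference 0.92). Their adjusted p lay between 2.47e-22 and 1.59e-09 in the same edgeR test. C4 was higher in 7 of 9 pools for *Cxcr5*, 6 of 9 for *Bcl6*, 9 of 9 for *Tcf7* and 8 of 9 for *Icos*. *Pdcd1* was 204 ± 154 CPM in C4 and 166 ± 114 CPM in the other cells, higher in 7 of 9 pools, and its log2 difference of 0.12 (standard error 0.14) did not pass (adjusted p = 0.524, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).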

C4 expressed follicular helper T cell–associated (T_FH_-associated) RNA (*Bcl6*, *Tcf7*, *Icos*, *Cxcr5*, and *Pdcd1*) (Figure 3, A and B). 

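C4 fell from 18.1% ± 0.710 of CD4+ T cells (SD, n = 3 pools) with saline to 6.42% ± 1.10 with CSA at 5 mg/kg and 1.47% ± 0.367 at 50 mg/kg. C6 fell from 10.9% ± 0.646 to 6.23% ± 1.44 and 1.11% ± 0.359. C1 rose from 9.01% ± 0.726 to 17.1% ± 0.219 and 25.6% ± 1.46, and C3 from 4.35% ± 0.943 to 10.7% ± 0.579 and 17.7% ± 1.49. In these 4 clusters the groups followed the order of the doses with no overlap of pools (exact two-sided trend test, p = 0.00119, the smallest it can give with these pools, and adjusted p = 0.00387 for each). Within C1, *Ly6c2* was 373 ± 34.9 TMM-normalized CPM (SD, n = 3 pools) with saline, 304 ± 67.1 CPM at 5 mg/kg and 1504 ± 158 CPM at 50 mg/kg. Its log2 change was -0.29 (adjusted p = 0.169) at 5 mg/kg and 2.03 (standard error 0.09, adjusted p = 1.67e-23) at 50 mg/kg in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Within C3, *Ly6c2* went from 139 ± 33.0 to 134.2 ± 4.48 and 2053 ± 323 CPM, with log2 changes of 0.03 (adjusted p = 0.961) and 3.96 (standard error 0.12, adjusted p = 4.93e-18) in the same edgeR test. *Klrg1* rose at 50 mg/kg by a log2 change of 2.36 in C1 (21.7 ± 6.89 to 111 ± 21.7 CPM) and of 3.84 in C3 (8.96 ± 9.17 to 156 ± 1.31 CPM), with adjusted p of 4.29e-11 and 6.06e-11 in the same edgeR test. At 5 mg/kg, *Klrg1* did not pass in C1 (log2 change -0.32, adjusted p = 0.755) or C3 (log2 change 0.91, adjusted p = 0.221) in the edgeR test. The saline pools held 28 UMIs of *Klrg1* in C1 and 15 in C3. At 50 mg/kg, 1429 of 7035 genes changed in C1 and 1400 of 7889 in C3, and 288 and 474 at 5 mg/kg. DESeq2 moved these numbers most, to 797 and 880 at 50 mg/kg, and 916 genes passed in C3 without saline replicate 2.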

Of note, CSA quantitatively restrained the activated CD4^+^ T cell clusters (C0, C4, and C6) and expanded the quiescent clusters (C1 and C3) in a dose-dependent manner with upregulation of *Ly6c2* (encoding Ly6C) and *Klrg1* in the latter. The precursor-like cluster (C2) was not expanded by higher dose CSA, however *Ly6c2* and *Sell* were upregulated with concurrent downregulation of activation and effector RNA (*Tigit*, *Pdcd1*, *Tox*, *Gzma*, and *Gzmb*) (Supplemental Figure 2B).

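C2 held 11.1% ± 1.48 of CD4+ T cells (SD, n = 3 pools) with saline, 20.5% ± 1.88 at 5 mg/kg and 9.98% ± 2.73 at 50 mg/kg (exact two-sided trend test, adjusted p = 0.900). The rise at 5 mg/kg had no overlap of pools (exact permutation test, p = 0.1, the smallest 3 pools against 3 allow). The change at 50 mg/kg, -1.10 points, ranged from -2.68 to -0.310 points when 1 pool was left out. Within C2, 1544 of 6848 genes changed at 50 mg/kg, and 782 with DESeq2. *Ly6c2* rose from 111 ± 8.46 to 1304 ± 367 TMM-normalized CPM, a log2 change of 3.52 (standard error 0.14, adjusted p = 2.13e-24, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 change was -3.59 for *Tigit*, -2.79 for *Pdcd1*, -2.19 for *Tox*, -3.06 for *Gzma* and -1.54 for *Gzmb*, and the adjusted p of these 5 lay between 2.68e-20 and 2.17e-12 in the same edgeR test. Without CSA 50 mg/kg replicate 3 the change of *Pdcd1* was -4.47. At 5 mg/kg *Tigit* changed in the other direction, from 338 ± 56.8 to 470 ± 57.1 CPM (log2 change 0.49, standard error 0.10, adjusted p = 5.29e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ly6c2* and the other 4 genes had adjusted p between 0.0592 and 0.862 at this dose in that test. *Gzmb* in C2 was 318 ± 10.6 CPM with saline and 107 ± 35.5 CPM at 50 mg/kg. The saline level of C2 was below that of T_N_ cells, where *Gzmb* also fell at 50 mg/kg (log2 ratio -3.04), so free RNA was not separated from the level in C2. The same holds for *Gzma*, by a comparison made after seeing the data: with saline its share of UMIs in C2 was below the 0.0394% ± 0.0109 of T_N_ cells, where it fell by 5.51 on the log2 scale at 50 mg/kg.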

The use of the glycolysis pathway for energy consumption is a hallmark of alloreactive T cells and is critical for the induction of GVHD (37). Consistent with this, the activated clusters (C0, C4, and C6) expressed higher *Hif1a*, a gene highly associated with glycolysis (38). However, the CD4^+^ T cell population as a whole demonstrated limited enrichment for glycolysis-associated genes (Figure 3D). In contrast, oxidative phosphorylation (OXPHOS), an energy generation process mainly used by quiescent T cells (39), was substantially enhanced in CSA-treated groups (Figure 3E), further supporting transcriptomic quiescence. 

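*Hif1a* was 322 ± 149 CPM (SD, n = 9 pools) in C0, C4 and C6 together and 223 ± 102 CPM in the other CD4+ T cells. It was higher in 9 of 9 pools, with a log2 difference of 0.29 (standard error 0.07, adjusted p = 0.00508, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against the cells outside the 3 clusters, *Hif1a* differed most in C4, at 468.5 ± 213 CPM, with a log2 difference of 0.75 (standard error 0.12, adjusted p = 3.43e-08 from the same edgeR test). In C6 it was 393 ± 124 CPM against 238 ± 98.7 CPM in 8 pools (log2 difference 0.31, standard error 0.12, adjusted p = 0.0339, edgeR), but within the saline pools the difference did not pass (0.11, adjusted p = 0.229, range 0.0420 to 0.229 over the alternatives, edgeR and DESeq2). In C0, at 260.3 ± 108 CPM, the log2 difference of 0.10 (standard error 0.08) did not pass (adjusted p = 0.299, range 0.261 to 0.451 over the alternatives, edgeR and DESeq2) and reversed to -0.09 within the saline pools. Over all CD4+ T cells, *Hif1a* went from 398 ± 6.90 CPM (n = 3 pools) with saline to 252 ± 10.3 CPM at 5 mg/kg and 107 ± 2.65 CPM at 50 mg/kg, without TMM scaling. The TMM-scaled log2 change at 50 mg/kg was -1.46 (standard error 0.05, adjusted p = 1.31e-16, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).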

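The paper's text does not name the genes of its sets, and a list of 20 genes of glycolysis was used, of which 19 had enough counts. Lists were tested against all other genes by camera with an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 4 lists. In CD4+ T cells the mean log2 change of the glycolysis list was 0.15 at 5 mg/kg (adjusted p = 0.134, camera, limma) and 0.07 at 50 mg/kg (adjusted p = 0.637, camera, limma), where the median was -0.03. Of its genes, 9 were higher and 4 lower at 5 mg/kg, and 8 higher and 6 lower at 50 mg/kg. The numbers were the same when adjusted over the list alone. The list's share of UMIs was 0.471% ± 0.00229 (SD, n = 3 pools) with saline, 0.477% ± 0.00916 at 5 mg/kg and 0.487% ± 0.00707 at 50 mg/kg. Scaling by library size only, an alternative that was chosen for the lists after seeing the data, moved the mean most among those that used cells of all clusters and reversed its direction, to -0.20 at 5 mg/kg and -0.37 at 50 mg/kg. Within C4 alone it was -0.31 and -0.36. In cells of 4000 to 8000 UMIs, also chosen after seeing the data, it was -0.08 and -0.16. The fry test, which asks only whether the list's own genes changed, called the list at both doses (adjusted p = 3.30e-05 and 1.65e-05, limma). The range over the alternatives that used cells of all clusters was 3.30e-05 to 0.951 at 5 mg/kg and 1.65e-05 to 0.780 at 50 mg/kg. The authors' own glycolysis score per cell averaged 0.0383 ± 5.70e-04 with saline, 0.0403 ± 0.00203 at 5 mg/kg and 0.0510 ± 0.00149 at 50 mg/kg (exact two-sided trend test, p = 0.00952). The rise of 0.0128 at 50 mg/kg compares with a SD of 0.0422 between cells. Over all groups the score was highest in cycling C3 (0.0880) and C5 (0.0757), whose shares were larger at 50 mg/kg than with saline. It was low in C4 (0.0187) and C0 (0.0280), whose shares were smaller, while C6 (0.0575) also shrank. The score was not compared within clusters, so its rise was not separated from the shift in cluster shares.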

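The 77 genes in the table from a list of 79 nuclear-encoded OXPHOS genes took 2.04% ± 0.0105 of the UMIs of CD4+ T cells (SD, n = 3 pools) with saline, 2.79% ± 0.0451 at 5 mg/kg and 2.85% ± 0.0124 at 50 mg/kg. The mean log2 change was 0.78 at 5 mg/kg (adjusted p = 6.94e-31, camera, limma) and 0.89 at 50 mg/kg (adjusted p = 1.85e-23, camera, limma). Single genes moved together, 75 higher and 2 lower at 5 mg/kg, and 75 higher and 1 lower at 50 mg/kg, both over all genes and adjusted over the list alone. Both calls held under fry and under a correlation estimated from the data (adjusted p = 0.0235 at 5 mg/kg and 0.0447 at 50 mg/kg, limma). Among alternatives that used cells of all clusters, library size scaling, chosen after seeing the data, moved the means most, to 0.43 and 0.45, and did not change their direction. Within clusters, the list was called higher in 9 of 11 clusters at 5 mg/kg and in 10 of 11 at 50 mg/kg, where the mean log2 change ran from 0.05 in C6 to 0.98 in C0. In C6 it did not pass at either dose and was -0.07 at 5 mg/kg.

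**Figure D1:**
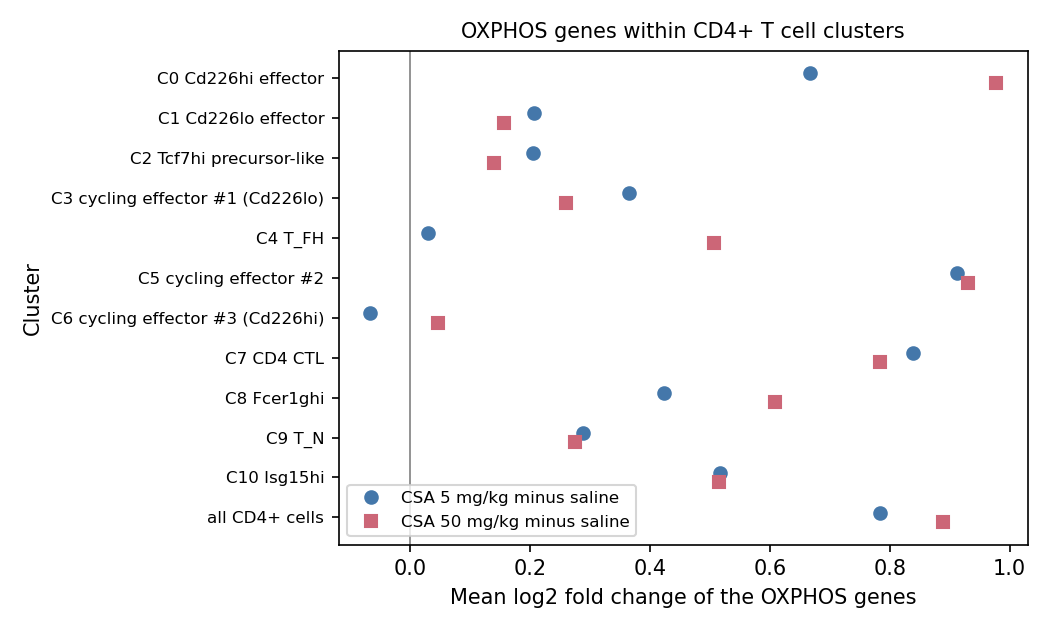
Mean log2 fold change of the OXPHOS genes on the horizontal axis for each CD4+ T cell cluster on the vertical axis, with circles for CSA 5 mg/kg minus saline and squares for CSA 50 mg/kg minus saline. The squares lie between 0.05 for C6 and 0.98 for C0, and the point for all CD4+ cells is at 0.89.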

Consistently, the inactive clusters (C1 and C3) demonstrated higher OXPHOS than their nearest activated clusters (C0 and C6) (Supplemental Figure 2, C and D). 

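In C1, OXPHOS genes took 2.77% ± 0.102 of UMIs (SD, n = 9 pools) and in C0 2.32% ± 0.408, higher in C1 in 9 of 9 pools. The mean log2 difference was 0.43, and 62 of 77 genes were higher in C1 and 0 lower by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference was 0.89 within the saline pools, 0.42 at 5 mg/kg and 0.07 at 50 mg/kg. Over the 9 pools the list was called under camera and fry but not with a correlation estimated from the data. In C3 the genes took 3.00% ± 0.209 of UMIs (n = 8 pools) and in C6 1.54% ± 0.104, higher in C3 in 8 of 8 pools. The mean log2 difference between C3 and C6 was 1.34, with 75 genes higher and 0 lower. It was called under camera, fry and the estimated correlation and was 1.21, 1.64 and 1.56 in the pools of saline, 5 mg/kg and 50 mg/kg, the last from 2 pools.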

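Lists of 15 T_SCM_ genes and 17 T_EX_ genes, 16 of them in the table, were tested in CD4+ T cells in the same way. The mean log2 change of the T_SCM_ list was -0.07 at 5 mg/kg (adjusted p = 0.396, camera, limma) and -0.04 at 50 mg/kg (adjusted p = 0.650, camera, limma). At 50 mg/kg the median was 0.23 and camera's direction was up, opposite to the mean, with 8 genes higher and 5 lower. In cells of 4000 to 8000 UMIs, chosen after seeing the data, the list was called higher, with means of 0.45 (adjusted p = 0.00591) and 0.59 (adjusted p = 0.0194, camera, limma). Over the alternatives that used cells of all clusters, the adjusted p ran from 0.00591 to 0.692 at 5 mg/kg and from 0.0194 to 0.832 at 50 mg/kg (camera and fry, limma). The T_EX_ list changed by -0.13 at 5 mg/kg (adjusted p = 0.396, camera, limma) and by -1.55 at 50 mg/kg (adjusted p = 1.88e-04, camera, limma), where 13 genes were lower and 1 higher, also when adjusted over the list alone. The call at 50 mg/kg held under fry (adjusted p = 3.79e-07) but not under an estimated correlation (adjusted p = 0.0525, limma). It was made in 10 of 11 clusters. The authors' T_SCM_ score averaged -0.00483 ± 0.0143 (SD, n = 3 pools) with saline, 0.00217 ± 0.00742 at 5 mg/kg and -0.0426 ± 0.0164 at 50 mg/kg (exact two-sided trend test, p = 0.123). Their T_EX_ score averaged 0.0922 ± 9.47e-04, 0.0870 ± 0.00100 and 0.0925 ± 2.32e-04 (exact two-sided trend test, p = 1), and its change at 50 mg/kg reversed to -2.46e-04 without saline replicate 1.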

Interestingly, CD4^+^ T cells demonstrated limited enrichment for T_SCM_ and exhausted T cell–associated (T_EX_-associated) gene sets (Figure 3, F and G), suggesting that CSA differentially modifies T cell function without expanding CD4^+^ T cells with precursor stem cell or exhaustion-associated hallmarks. We next analyzed clonal expansion within CD4^+^ T cell clusters, which revealed low Simpson’s clonality indexes, consistent with high TCR diversity across groups (Figure 3, H and I). 

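Simpson's clonality index was computed per pool as the chance that 2 different cells share a clonotype, from 654 to 1122 CD4+ cells with a clonotype. It was 0.00104 ± 9.97e-04 (SD, n = 3 pools) with saline, 5.21e-04 ± 1.83e-04 at 5 mg/kg and 5.29e-04 ± 2.25e-04 at 50 mg/kg (exact two-sided trend test, p = 1). A single saline pool, at 0.00219 with a largest clone of 26 cells, decided the saline mean, and the other saline pools were at 4.88e-04 and 4.33e-04. Without this pool, saline replicate 1, the log2 ratio of 50 mg/kg to saline went from -0.97 to 0.20. Including TEa cells moved the index most, to 0.00237 ± 4.31e-04, 0.00351 ± 6.39e-04 and 6.11e-04 ± 2.31e-04 (exact two-sided trend test, p = 0.388). Clonotypes of 2 or more cells held 21.8% ± 3.47 of cells with saline, 18.1% ± 1.48 at 5 mg/kg and 23.9% ± 5.65 at 50 mg/kg.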

The C0, C4, and C6 clusters that were quantitatively inhibited by CSA (Figure 3C) and, in particular, the cycling effectors (C6) had high levels of clonality (Figure 3J). 

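Over the cells of all pools, the index was highest in C6, at 5.84e-04 (95% bootstrap interval over cells 2.55e-04 to 0.00102, 514 cells). C0 ranked 4 of 13 clusters at 2.33e-04 (1.27e-04 to 3.71e-04, 1342 cells). C4 ranked 8 at 8.13e-05 (0 to 2.88e-04), with 647 cells and a largest clone of 2 cells. The intervals cover counting error only, and those of C6 and C0 overlapped. No clonotype was seen in more than 1 cell among the 202 cells of T_N_. When the index was taken within each pool and averaged over pools, C6 was at 0.00169 and ranked 4, C0 at 0.00173 and ranked 3, C4 at 8.23e-04 and ranked 7, and C5 was highest at 0.00359.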

Critically, the quiescent clusters that expanded during CSA treatment (C1 and C3) were also clonal, consistent with the notion that CSA alters the nature of alloreactive CD4^+^ T cell function during GVHD but does not prevent their clonal expansion.

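C3 had an index of 2.56e-04 (95% bootstrap interval 1.34e-04 to 3.99e-04) and ranked 2 of the CD4+ clusters, both over all pools and averaged over pools (0.00219). Of its 952 cells with a clonotype, the largest clone held 5, and 67 clonotypes had 2 or more cells. C1 had an index of 1.39e-04 (5.90e-05 to 2.32e-04) and ranked 6, or 8 averaged over pools (8.14e-04). Its largest clone held 7 of 1296 cells, and 63 clonotypes had 2 or more. From the fall of the activated clusters, the growth of the quiescent clusters and the clonality found in both, the paper proposes that CSA changes how alloreactive CD4+ T cells function in GVHD while their clones still expand.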

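In CD8+ T cells, 10841 genes were tested. At 5 mg/kg CSA 6523 genes differed from saline by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3241 higher and 3282 lower, and at 50 mg/kg 8024, 4021 higher and 4003 lower. The number at unadjusted p was 8201 at 50 mg/kg, and pools of saline and 50 mg/kg did not overlap for 8221 genes (75.8%, chance 10%). Leaving out the cycling clusters moved these numbers most, to 4502 and 6265. Scaling by library size only moved the median log2 change of all genes to -0.43 and -0.53 and left 1180 genes higher and 6270 lower at 5 mg/kg, and 1690 higher and 6794 lower at 50 mg/kg. Of 5934 genes called at both doses, 5803 changed in the same direction (correlation of the log2 changes 0.715, against 0.492 for groups simulated without a change, since the saline pools are shared). Across the 10420 genes tested in both lineages, the log2 changes at 50 mg/kg in CD4+ and CD8+ T cells had a Pearson correlation of 0.870. The correlation is across genes, which are not independent replicates, and both lineages of a group came from the same capture.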

A similar transcriptomic profile was observed in CD8^+^ T cells in response to CSA. Generally, CSA treatment was associated with a lower number of activated cells (clusters C0 and C4) whereas quiescent cells (clusters C1 and C2) were more numerous (Figure 4, A–C). Similarly, there was limited enrichment for glycolysis-related genes whereas the OXPHOS-related genes were more abundant in mice treated with lower and higher dose CSA (Figure 4, D and E, and Supplemental Figure 3, A and B). 

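C4 fell from 21.9% ± 1.36 of CD8+ T cells (SD, n = 3 pools) with saline to 3.06% ± 0.110 at 5 mg/kg and 0.567% ± 0.0480 at 50 mg/kg, and C1 rose from 7.87% ± 0.798 to 18.5% ± 2.26 and 23.1% ± 0.563 (exact two-sided trend test, adjusted p = 0.00536 for both). These were the 2 of 9 clusters whose trend passed. C0 went from 20.3% ± 1.29 to 8.05% ± 1.00 and 16.2% ± 6.05 (adjusted p = 0.668, exact trend test), and its change at 50 mg/kg of -4.09 points was -0.608 points without CSA 50 mg/kg replicate 3. C2 went from 17.1% ± 0.646 to 30.5% ± 2.81 and 24.7% ± 2.96 (adjusted p = 0.437, exact trend test). In both, the larger change was at 5 mg/kg, which a trend test does not follow. The test on numbers of cells moved the family most, with 6 clusters passing at 50 mg/kg. In it C2 had a log2 change of 0.83 at 5 mg/kg (adjusted p = 1.54e-04) and 0.52 at 50 mg/kg (adjusted p = 0.00338, range 0.00338 to 0.437 over the alternatives), and C0 of -1.34 (adjusted p = 0.00106) and -0.33 (adjusted p = 0.207), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Shares at 50 mg/kg did not overlap with saline in 6 clusters, where chance gives 10%.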

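In CD8+ T cells, 18 genes of the glycolysis list were tested. Their mean log2 change was 0.07 at 5 mg/kg (adjusted p = 0.316, camera, limma) and -0.18 at 50 mg/kg (adjusted p = 0.959, camera, limma), with 9 genes higher and 9 lower at 50 mg/kg. The direction at 5 mg/kg reversed with library size scaling (-0.35) and in cells of 4000 to 8000 UMIs (-0.07), both chosen after seeing the data, and the list was called under fry (adjusted p = 0.00119, range 0.00119 to 0.896 over the alternatives that used cells of all clusters, limma). For 50 mg/kg fry gave the direction up, opposite to the mean, and did not pass (adjusted p = 0.0624, limma). OXPHOS genes took 2.05% ± 0.0195 of UMIs (SD, n = 3 pools) with saline, 3.07% ± 0.0302 at 5 mg/kg and 3.03% ± 0.0405 at 50 mg/kg. The list's mean log2 change was 0.98 at 5 mg/kg (adjusted p = 5.94e-28, camera, limma) and 1.05 at 50 mg/kg (adjusted p = 2.28e-22, camera, limma), with 75 genes higher and 2 lower at each dose. Both calls held under fry. Under an estimated correlation the call held at 5 mg/kg (adjusted p = 0.0409) and not at 50 mg/kg (adjusted p = 0.0671, limma). The list was called higher within 7 of 9 clusters at 5 mg/kg and 7 of 8 at 50 mg/kg, and its mean change in T_N_ cells was 0.01 at each dose.

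**Figure D2:**
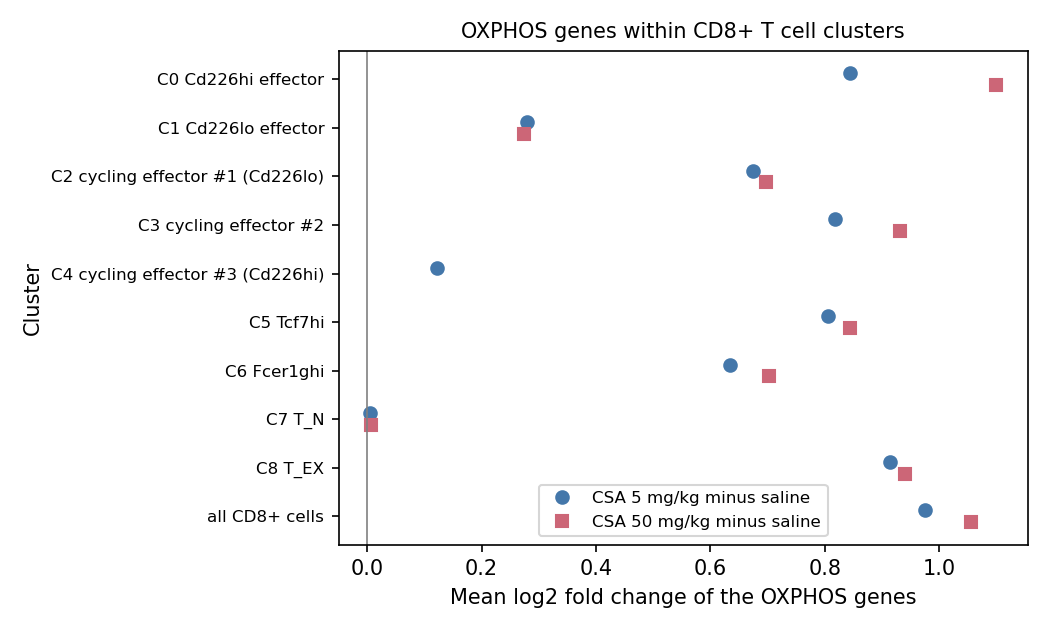
Mean log2 fold change of the OXPHOS genes on the horizontal axis for each CD8+ T cell cluster on the vertical axis, with circles for CSA 5 mg/kg minus saline and squares for CSA 50 mg/kg minus saline. The squares lie between 0.01 for T_N_ cells (C7) and 1.10 for C0, C4 has no square, and the point for all CD8+ cells is at 1.05.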

CD8^+^ T cells also demonstrated limited expression of T_SCM_ and T_EX_ associated genes, with no expansion seen during CSA treatment (Figure 4, F and G). 

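The T_SCM_ list changed by a mean log2 of 0.14 at 5 mg/kg (adjusted p = 0.316, camera, limma) and 0.16 at 50 mg/kg (adjusted p = 0.338, camera, limma) in CD8+ T cells, with 8 genes higher and 4 lower at 50 mg/kg. The list was called higher under fry (adjusted p = 0.0470 and 5.74e-04, limma) and, with means of 0.65 and 0.64, in cells of 4000 to 8000 UMIs, chosen after seeing the data (adjusted p = 0.00195 and 0.0119, camera, limma). With library size scaling, also chosen after seeing the data, the means reversed to -0.28 and -0.37. The adjusted p over the alternatives that used cells of all clusters ran from 0.00195 to 0.751 at 5 mg/kg and from 5.74e-04 to 0.658 at 50 mg/kg. The T_EX_ list changed by -0.20 at 5 mg/kg (adjusted p = 0.316, camera, limma) and by -1.51 at 50 mg/kg (adjusted p = 0.00488, camera, limma), where 12 genes were lower and 3 higher. This call held under fry (adjusted p = 1.02e-05) and not under an estimated correlation (adjusted p = 0.333, limma). Cells of the T_EX_ cluster C8 made up 2.33% ± 0.559 of CD8+ T cells (SD, n = 3 pools) with saline, 2.12% ± 0.831 at 5 mg/kg and 3.54% ± 0.623 at 50 mg/kg (exact two-sided trend test, adjusted p = 0.284).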

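Cluster C5 of CD8+ T cells was compared with all other CD8+ T cells in 9 pools. *Tcf7* was 314 ± 144 CPM (SD, n = 9 pools) in C5 and 35.8 ± 12.1 CPM in the other cells (log2 difference 3.22, standard error 0.09, adjusted p = 4.63e-23, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Id3* was 245 ± 65.1 CPM against 23.0 ± 2.44 CPM (log2 difference 3.51). The log2 difference was 1.82 for *Bcl2*, 1.56 for *Il7r*, 1.15 for *Tox* and 1.03 for *Icos*. The adjusted p of these 5 genes lay between 4.63e-23 and 1.88e-11 in the same edgeR test. *Pdcd1* was 306 ± 220 CPM against 234 ± 166 CPM, higher in 8 of 9 pools, with the smallest difference (log2 0.47, standard error 0.09, adjusted p = 5.15e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cxcr5* had too few counts to be tested over all pools. It was 26.7 ± 23.8 CPM in C5 and 1.25 ± 1.03 CPM in the other cells, higher in 6 pools and lower in 0, and within the saline pools its log2 difference was 4.48 (adjusted p = 1.04e-16, edgeR).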

The C5 cluster was a mixture of T_FH_-like and precursor-like cells (high for *Tcf7*, *Icos*, *Cxcr5*, *Pdcd1*, *Tox*, *Id3*, *Bcl2*, *Sell*, and *Il7r*). 

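C5 made up 9.63% ± 0.980 of CD8+ T cells (SD, n = 3 pools) with saline, 10.4% ± 1.03 with CSA at 5 mg/kg and 2.13% ± 0.516 at 50 mg/kg. The shares at 50 mg/kg did not overlap with saline, but the exact two-sided trend test over the doses did not pass (adjusted p = 0.166). Both as a share of non-cycling cells, where C5 fell by 16.6 points (adjusted p = 0.0482, exact trend test), and on numbers of cells, with a log2 change of -2.16 (adjusted p = 1.26e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the fall passed. The range over the alternatives was 1.26e-06 to 0.416. Within C5, a pool held between 18 and 165 cells. *Atp5e* was 463 ± 17.3 TMM-normalized CPM with saline, 1369 ± 38.7 CPM at 5 mg/kg and 1195 ± 12.3 CPM at 50 mg/kg, log2 changes of 1.56 (adjusted p = 4.81e-17) and 1.37 (adjusted p = 9.26e-14) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 changes of *Cox6c* were 1.33 and 1.28 and those of *Cox7c* 1.51 and 1.10, with adjusted p between 9.30e-14 and 6.24e-08 in the same edgeR test. *Ly6c2* did not change at 5 mg/kg beyond the spread between pools (404 ± 49.7 to 384 ± 142 CPM, log2 change -0.07, adjusted p = 0.757, edgeR) and rose to 2225 ± 231 CPM at 50 mg/kg (log2 change 2.46, standard error 0.14, adjusted p = 1.43e-15, edgeR). In all, 2437 of 6654 genes changed at 5 mg/kg and 2310 at 50 mg/kg, and 1459 without CSA 50 mg/kg replicate 3.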

The number of cells in this cluster was reduced by higher dose CSA treatment (Figure 4, A–C), but these cells were characterized by increased expression of OXPHOS-related genes (*Atp5e*, *Cox6c*, and *Cox7c*) in addition to *Ly6c2* (Supplemental Figure 3C). Compared with CD4^+^ T cells, a larger proportion of CD8^+^ T cells (C2, C3, and C4) were cycling (Figure 4, A–C) consistent with their more rapid expansion (Supplemental Figure 1B). 

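Cells of the cycling clusters (C2, C3 and C4 of CD8+ and C3, C5 and C6 of CD4+ T cells) made up 53.3% ± 0.993 of CD8+ and 21.7% ± 2.17 of CD4+ T cells (SD, n = 3 pools) with saline. The shares were 49.3% ± 3.98 and 23.1% ± 0.400 at 5 mg/kg, and 45.1% ± 6.94 and 33.1% ± 1.99 at 50 mg/kg. The share was larger in CD8+ T cells in 9 of 9 pools, by 23.3 ± 9.56 points (exact two-sided sign-flip test, p = 0.00391, the smallest 9 pools allow). As an alternative, cells were thinned to 2000 UMIs and counted when they held a UMI of *Mki67* or *Top2a*, which leaves out 1139 cells of fewer UMIs. Such cells were spread unevenly (397, 464 and 80 CD4+ and 121, 83 and 8 CD8+ T cells, TEa cells included, with saline, 5 mg/kg and 50 mg/kg). The difference was then 9.29 ± 6.50 points, again in 9 of 9 pools. By this measure the shares of CD8+ and CD4+ T cells were 63.6% and 48.2% with saline, 51.2% and 41.7% at 5 mg/kg, and 30.0% and 27.1% at 50 mg/kg. These shares include free RNA. Among T_N_ cells, which should not cycle, 25.8% of 233 CD4+ and 16.7% of 424 CD8+ cells held such a UMI, with median depths before thinning of 3153 UMIs (4529 in the other CD4+ cells) and 4426 UMIs (5649 in the other CD8+ cells).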

Unlike CD4^+^ T cells, the degree of CD8^+^ T cell clonality was dramatically lower in CSA treated animals (Figure 4, H and I, and Supplemental Figure 3D), regardless of dose. 

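Simpson's index of CD8+ T cells was 0.00331 ± 0.00167 (SD, n = 3 pools) with saline, 7.05e-04 ± 1.26e-04 at 5 mg/kg and 4.03e-04 ± 3.65e-05 at 50 mg/kg (exact two-sided trend test, p = 0.00119, the smallest it can give). Saline was 4.70-fold above 5 mg/kg and 8.23-fold above 50 mg/kg, and every CSA pool was below all saline pools. The sum of squared shares, which counts each cell against itself, moved the log2 ratio of 50 mg/kg to saline most, from -3.04 to -1.61 (exact two-sided trend test, p = 0.00357, range 0.00119 to 0.00357 over the alternatives). The largest clone of a pool held 4.00% ± 2.06 of cells with saline, 1.13% ± 0.268 at 5 mg/kg and 0.665% ± 0.0469 at 50 mg/kg. Clonotypes of 2 or more cells held 38.1% ± 0.238, 22.6% ± 0.378 and 24.4% ± 3.84 of cells (exact two-sided trend test, p = 0.123).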

The cycling effectors (C4) were by far the most clonally expanded CD8 T cell (Figure 4, H and J) and were largely eliminated during higher-dose CSA (Figure 4C). Collectively, CSA treatment downregulated the transcription of activation and effector molecules, inhibited clonal expansion, and upregulated the OXPHOS pathway, consistent with the inhibition of clonal differentiation within CD8^+^ T cells. These generally inhibitory effects of CSA on CD8^+^ T cells are in clear contrast with those seen in CD4^+^ T cells.

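Over the cells of all pools, C4 had an index of 0.00353 (95% bootstrap interval 0.00250 to 0.00494) and ranked 1 of the 9 CD8+ clusters, both over all pools and averaged over pools (0.00452). Its 930 cells with a clonotype fell into 694 clonotypes, and the largest clone held 39 cells. C2 followed at 2.34e-04 (1.67e-04 to 3.09e-04) and C3 at 2.31e-04 (1.42e-04 to 3.44e-04). Most cells of C4 came from the saline pools, so C2 was closer within them (0.00159) and when averaged over pools (0.00234). The index of C4 was 0.00409 over 863 cells with saline and 8.87e-04 over 48 cells at 5 mg/kg. At 50 mg/kg no clonotype was seen more than once among 19 cells, too few to show an index of the size found with saline. C4 held 1015 cells other than TEa cells with saline, 81 at 5 mg/kg and 20 at 50 mg/kg.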

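Among genes of at least 50 CPM on average with no overlap of pools, the largest rises in CD8+ T cells at 50 mg/kg were those of *Jchain*, *Anxa1*, *Ccl5*, *Ctla2a* and *Ly6c2*. *Jchain*, a gene of plasma cells that was also on the list of B cell genes used to follow free RNA, went from 2.01 ± 1.67 CPM (SD, n = 3 pools) with saline to 21.2 ± 35.9 CPM at 5 mg/kg and 291 ± 76.8 CPM at 50 mg/kg. *Ccl5* rose from 1752 ± 33.7 to 3907 ± 27.5 and 14131 ± 1425 CPM, with a log2 change of 3.01 (standard error 0.05, adjusted p = 2.08e-17, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest falls were those of *Tox*, *Pdcd1* and 3 histone genes, *Hist1h2bm*, *Hist1h3e* and *Hist1h3f*, whose family also fell in T_N_ cells. *Tox* fell from 164 ± 10.4 to 111 ± 3.91 and 9.48 ± 2.67 CPM, with a log2 change of -4.07 (standard error 0.10, adjusted p = 5.96e-16, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pdcd1* went from 332 ± 17.1 to 301 ± 16.0 and 33.4 ± 29.8 CPM. Of the effector genes that the paper names for CD4+ clusters, *Cd226* changed at 50 mg/kg by a log2 of -1.91 (adjusted p = 1.17e-14) and *Bhlhe40* by -1.24 (adjusted p = 6.08e-11), *Tbx21* did not pass (-0.10, adjusted p = 0.168), and *Cxcr6* (0.40, adjusted p = 8.16e-07), *Gzma* (0.27, adjusted p = 0.00914) and *Cd44* (0.14, adjusted p = 0.0270) were higher with TMM scaling, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without TMM scaling these 3 were lower at 50 mg/kg than with saline (*Cxcr6* 311 ± 11.2 against 339 ± 13.6 CPM, *Gzma* 1212 ± 95.9 against 1453 ± 213 CPM and *Cd44* 82.0 ± 5.82 against 107 ± 0.972 CPM), so their direction depends on the scaling. *Tbx21* was lower too, at 132 ± 13.2 against 203 ± 14.7 CPM, and passed with library size scaling (log2 change -0.63, adjusted p = 8.31e-08, range over the 2 scalings 8.31e-08 to 0.168, edgeR), so its call depends on the scaling as well. From the lower activation and effector RNA, the lower clonality and the higher OXPHOS, the paper proposes that CSA inhibits the clonal differentiation of CD8+ T cells.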

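The difference between the lineages was tested as an interaction of lineage and treatment at 50 mg/kg, with both lineages of a pool in 1 model. Of 11001 genes, 2173 changed differently by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1026 with a higher change in CD8+ T cells and 1147 with a lower one. For 101 genes called in both lineages the changes had opposite directions, up in CD4+ and down in CD8+ T cells for 43 and the reverse for 58. The largest difference among them was that of *Cd8b1*, a gene of CD8+ T cells, with 82.7 CPM in CD4+ T cells. Its log2 change was -2.23 in CD4+ and 1.58 in CD8+ T cells. RNA from other cells can thus enter such calls and was not separated from a difference between the lineages. *Gzmb* had a log2 change of 1.11 in CD4+ and 0.10 in CD8+ T cells, a difference of -1.04 (standard error 0.04, adjusted p = 1.65e-14, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gzma* had a log2 change of -2.04 in CD4+ and 0.27 in CD8+ T cells, a difference of 2.31 (standard error 0.16, adjusted p = 3.61e-10 from the same edgeR test). With library size scaling, the changes in CD8+ T cells reversed to -0.43 for *Gzmb* and -0.26 for *Gzma*. The change did not differ between the lineages for *Hif1a* (difference -0.09, adjusted p = 0.427) or *Pdcd1* (0.07, adjusted p = 0.857) in the edgeR test. The log2 ratio of Simpson's index in CD8+ to that in CD4+ T cells of the same pool was 1.94 ± 0.908 (SD, n = 3 pools) with saline, 0.49 ± 0.309 at 5 mg/kg and -0.28 ± 0.694 at 50 mg/kg (exact two-sided trend test, p = 0.00952). It was above 0 in 3 of 3 saline pools and in 1 of 3 pools at 50 mg/kg.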

### CSA expands CD4^+^ T_CM_ with self-renewal capacity.

We next conducted high-parameter flow cytometry to correlate protein expression with the transcriptomic profiles of donor T cells after BMT. We identified 8 distinct clusters in CD4^+^ T cells (Figure 5, A and B). Clusters 0, 1, 3, 5, and 6 expressed activation markers (CD44, CD226, and TOX) together with various coinhibitory or memory markers (PD-1, TIGIT, Ly6C, and KLRG1), thus representing activated and/or T_EM_. Following higher dose CSA, conventional effector T cell clusters (C1) contracted, whereas alternative effector T cell clusters (C3, C5, and C6), which expressed high levels of Ly6C and KLRG1 and lower levels of TIGIT, were expanded (Figure 5, A–C, and Supplemental Figure 4A). Consistently, CSA induced dose-dependent Ly6C and KLRG1 expression and suppressed CD226, TOX, PD-1, and TIGIT expression (Supplemental Figure 4B). In corroboration with the transcriptomic profiles (Figure 3, A–C), TCF-7/TCF-1^hi^ subsets (C2 and C7) are putatively a mixture of T_FH_ cells and precursor cells, and both clusters are inhibited by higher dose CSA (Figure 5, A–C, and Supplemental Figure 4A). CD8^+^ T cells demonstrated similar phenotypes, such that higher dose CSA significantly decreased the expression of activation and coinhibitory markers (CD226, TOX, PD-1, and TIGIT) with concurrent increase of homing and T cell longevity associated markers (CD62L, Ly6C, and KLRG1) (Figure 5, D–F, and Supplemental Figure 4, B and C). We next examined the T_N_, T_EM_, and T_CM_ subsets for the expression of TCF-7/TCF-1 and Ly108 which are associated with precursor T cells and higher self-renewal ability. Consistent with the enhanced self-renewal ability in T_CM_ (Figure 2, I–K), both CD4^+^ and CD8^+^ T_CM_ demonstrated the highest frequency of Ly108^hi^ TCF-7/TCF-1^hi^ cells (Figure 5, G and H), which have high proliferative potential (10, 11). Furthermore, donor T cells retained high expression of Ly6C and KLRG1 after CSA withdrawal (Figure 5I).

Together these data suggest that CSA may preferentially expand subsets of alloreactive CD4^+^ T cell clones, potentially predisposing recipients to cGVHD following drug withdrawal. To study the effect of CSA on pure alloreactive CD4^+^ T cell clones, we transferred TEa (Ea-specific) TCR transgenic T cells, which respond to recipient alloantigen (Ea peptide from I-E^d^) to undergo clonal expansion (40). Consistent with the data seen in polyclonal T cells, TEa cells demonstrated similar phenotypic changes following higher dose CSA treatment, with enhanced T_CM_ and increased expression of Ly6C and KLRG1(Figure 5J). Collectively, CSA expanded T_CM_ with self-renewal capacity.

### CNIs inhibit all stages of T cell exhaustion and promote the expansion of T_CM_.

In a recent study, posttransplant CSA treatment at a dose of 25 mg/kg was said to impair long-term immune tolerance by expanding transitory exhausted donor T cells while suppressing differentiation into the later stages of terminal exhaustion (41). We thus employed high-parameter flow cytometry to further investigate T cell exhaustion and alternative fate differentiation under calcineurin inhibition. We also asked if Tacrolimus (TAC), a widely used CNI in clinical stem cell transplantation, had similar immunomodulatory effects to CSA. We first measured trough levels of CSA and noted that doses of 25 mg/kg resulted in concentrations within or above the standard therapeutic range (Supplemental Figure 5A). In contrast, TAC demonstrated more potent immunomodulatory effects at a dose level of 10 mg/kg (Supplemental Figure 5, B and C) even though the corresponding blood levels were marginally below standard therapeutic ranges. As expected, both agents suppressed T cell expansion, reversed CD4/CD8 ratios and promoted T_CM_ expansion (Figure 6, A and B) consistent with the phenotypes induced by CSA at 50 mg/kg.

We next examined described states of exhaustion within CD8^+^ T cells whereby the expression of the transcription factor TOX is the hallmark of all T cells within the exhaustion pathway (42–46). The exhausted population (PD-1^hi^ TOX^hi^) was further divided into 3 well-defined subsets including precursors of exhausted T cells (T_PEX_, Ly108^hi^), transitory exhausted T cells (T_TRANS_-like, Ly108^lo^ CX3CR1^hi^), and T_EX_ (Ly108^lo^ CX3CR1^lo^; a combination of intermediately and terminally exhausted subsets) as depicted in Figure 6, C and D (47–49). Effector T cells (T_EFF_, PD-1^lo^ TOX^lo^ CD44^hi^) were further divided into KLRG1^–^ T_EFF_ and KLRG1^+^ short-lived T_EFF_. Both CSA and TAC substantially downregulated PD-1 and TOX (Figure 6E), whereas CD44 expression was not affected, consistent with the broad inhibition of all exhausted T cell subsets and concurrent expansion of T_EFF_ (Figure 6F). Of note, transitory T_EX_ were not selectively expanded by CNI administration. We next applied the same gating strategy to CD4^+^ T cells and noted similar results (Figure 6G). Interestingly, while TCF-1/TCF-7 expression was inhibited in T_EM_, T_CM_ retained expression despite downregulation of PD-1 (Supplemental Figure 5D); thus, CD62L^+^ central memory T cells represent the major population of TCF-1/TCF-7^+^ T cells (10, 11). We also noted that the PD-1^lo^ T_EFF_ subsets and not the T_TRANS_-like subset demonstrated the highest expression of Ly6C. Further, CNIs broadly upregulated Ly6C expression such that Ly6C did not discriminate any specific T cell subset (Supplemental Figure 5, E and F) and is therefore not a reliable marker for transitory T_EX_ cells, as has been previously suggested (41). Thus, CNIs suppress all stages of the alloantigen-driven exhaustion pathway, do not expand transitory exhausted T cell subsets, and, instead, promote memory donor T cell expansion, correlating with upregulation of Ly6C, KLRG1, and expansion of alloreactive T_CM_ (summarized in Figure 6C). This process profoundly impairs the induction of immune tolerance. Further, CNI treatment inhibited CD4^+^ FoxP3^+^ Tregs (Supplemental Figure 5G), representing additional contributors to the inhibition of tolerance.

We also examined the contribution of IL-15 signaling to the CNI-expanded T_CM_ differentiation since CNI-mediated IL-2 deprivation promoted the expression of the IL-2Rβ (Supplemental Figure 6A) that is a shared component of IL-2 and IL-15 receptors (IL-2R and IL-15R). However, the transplantation of *Il15ra^–/–^* donor T cells did not disrupt CNI-induced T_CM_ expansion (Supplemental Figure 6B). Thus other cytokines such as IL-7 are likely to be responsible for this effect and this requires further investigation.

### CSA promotes the survival and expansion of alloantigen-specific CD4^+^ T cells.

Having established the effect of CNIs in inducing functional and transcriptomic quiescence and suppressing exhaustion while promoting donor T_CM_ expansion, we next sought to delineate the effect of CSA on alloantigen-specific T cells and GVHD with a focus on the CD4^+^ compartment. TEa and Marilyn (H-Y–specific) TCR transgenic T cells were cotransferred into female B6D2F1 recipients. In this system, TEa^luc+^ cells (expressing luciferase) are activated by recipient-derived alloantigen, while Marilyn cells are bystander nonalloreactive CD4^+^ T cells that control for homeostatic proliferation within lymphodepleted recipients. Lower dose CSA (5 mg/kg/d) effectively suppressed the expansion of TEa^luc+^ cells in the intestine, as determined by bioluminescence imaging (Figure 7A). However, TEa cells were more resistant to CSA inhibition in lymphoid organs, resulting in a higher TEa-to-Marilyn ratio (Figure 7, B and C), which was further amplified by higher dose CSA (Figure 7D). We confirmed this effect in a second system whereby Marilyn^luc+^ cells (expressing luciferase) were activated by recipient H-Y male antigen, whereas TEa cells underwent homeostatic expansion in syngeneic recipients (50). CSA suppressed the expansion of Marilyn^luc+^ cells in the intestine (Figure 7E) and again increased the ratio of antigen specific T cells (Marilyn) to control T cells (TEa) in secondary lymphoid organs (Figure 7, F–H). Hence, CSA prevented alloantigen specific CD4^+^ T cell infiltration into GVHD target tissues but was permissive of their accumulation within lymphoid organs. Consequently, higher dose CSA prevented the aGVHD induced by TEa transgenic CD4^+^ T cells, but survivors developed cGVHD following withdrawal of CSA at day 13 (Figure 7I). In contrast to CD4^+^ T cells and consistent with our data of polyclonal CD8^+^ T cells, expansion of H-Y antigen–specific TCR transgenic CD8^+^ T cells were inhibited by CSA (Figure 7J). Collectively, CSA attenuated aGVHD during treatment, but paradoxically rescued alloantigen specific CD4^+^ T cells in the peripheral lymphoid organs, thus actively preventing the establishment of long-term immune tolerance.

### CSA and posttransplant cyclophosphamide mediate differential effects on alloreactive T cells.

We further investigated the effect of CSA on alloreactive T cells and its consequences on long-term immune tolerance by comparing CSA with posttransplant cyclophosphamide (PT-Cy). We first tested the effect of PT-Cy on alloantigen specific T cells by transplanting female B6D2F1 recipients with donor CD4^+^ TEa (alloantigen-specific) and Marilyn (bystander) T cells. While a small dose of CD4^+^ TEa cells (2,000 per recipient) were completely deleted by PT-Cy, Marilyn T cells persisted (Figure 8A). The selective deletion of alloreactive T cells by PT-Cy was further investigated using polyclonal donor T cells. As expected, PT-Cy effectively deleted donor T cells early after BMT (Supplemental Figure 7, A and B) along with suppression of cytokine production (Supplemental Figure 7, C–F). We observed lower Ki-67 (Figure 8B) and higher Bcl-2 (Figure 8C) in T cells that survived PT-Cy. This was consistent with the fact that dividing cells were effectively targeted by PT-Cy, whereas T_N_ survived (Figure 8D) to reconstitute the donor T cell pool (6, 51). PT-Cy thus invoked sustained suppression of polyclonal T cells (Supplemental Figure 7G) relative to CSA. Consistent with previous reports (52), PT-Cy was associated with increases in CD4^+^FoxP3^+^ Tregs (29) but decreases in FoxP3^–^ IL-10^+^ Tr1 cells (Supplemental Figure 7, H–J).

We and others have demonstrated the critical role of IL-17A–producing cells in the development of cGVHD (27, 53, 54). We therefore examined the differentiation of IL-17A-producing CD4^+^ (Th17) and CD8^+^ (Tc17) T cells, which contribute to the development of fibrotic acute and chronic GVHD, especially in the skin (27, 55). PT-Cy demonstrated sustained suppression on Tc17 both in the spleen and skin (Figure 8, E–H). In contrast, CSA did not have significant effects on either Th17 or Tc17 populations. We further investigated if this differential effect on Tc17 cells was associated with protection from the development of skin GVHD late (at 8 weeks) after BMT. Indeed, PT-Cy resulted in significantly lower infiltration of Tc17 cells into the skin (Figure 8, I–K) and prevented severe skin cGVHD, as measured by pathology scores over 5 (Figure 8L). Collectively, CSA and PT-Cy thus mediate differential effects on alloreactive T cells after allogeneic BMT resulting in the prevention versus induction of long-term immune tolerance, respectively.

### CSA-expanded CD4^+^ T_CM_ mediate late-onset GVHD.

To further investigate the effect of T_CM_ on the pathogenesis of late-onset GVHD, we adoptively transferred CSA-expanded CD4^+^ T_EM_ and T_CM_ to secondary BMT recipients. In this system, T_EM_ and T_CM_ were generated from polyclonal and Marilyn Tg CD4^+^ T cells after primary allogeneic BMT in the presence of CSA, and then were transferred to secondary BMT recipients (Figure 9A). Compared with CD4^+^ T_EM_, the transfer of CD4^+^ T_CM_ resulted in higher clinical scores (Figure 9B) and more severe cutaneous GVHD pathology (Figure 9C). The transfer of CD4^+^ T_CM_ was associated with increased numbers of both alloantigen-specific Marilyn Tg and polyclonal CD4^+^ T cells in the skin (Figure 9D). T_CM_ transfer also resulted in higher frequency of transferred T cells in the spleens and mesenteric lymph nodes (Supplemental Figure 8, A–D). We also transferred polyclonal CD4^+^ T cells that contain an *Il17a*^YFP^ fate reporter to track the differentiation of Th17 cells. Interestingly, transferred T_CM_ demonstrated increased differentiation to Th17 cells in the skin as compared with T_EM_ (Figure 9E) and this was not observed in the lymphoid organs (Supplemental Figure 8, E and F). Hence, CSA-expanded CD4^+^ T_CM_ preferentially accumulate in the skin and undergo Th-17 differentiation.

## Discussion

CNIs remain the mainstay of aGVHD prophylaxis and effectively limits aGVHD, however a considerable portion of patients develop cGVHD (54). Further, CNI administration has not proven effective in the management of cGVHD other than as a potential steroid sparing agent (56). This led us to investigate the mechanisms by which CNIs modulate early alloreactive T cell immunity after BMT and subsequent effects on long-term immune tolerance. We show that although CNIs attenuate aGVHD by preventing the expansion and trafficking of effector T cells into target organs, they paradoxically suppress T cell exhaustion, expand T_CM_, and rescue alloantigen-specific CD4^+^ T cells, preventing the establishment of immune tolerance and promoting cGVHD.

Tolerance remains a uniquely double-edged sword after allogeneic BMT. An early immune response against residual malignant cells is required to provide maximal curative outcome. When the target of this donor immune response is recipient tumor or hematopoietic antigens, allogeneic BMT can provide curative graft-versus-leukemia (GVL) effects without detrimental GVHD. In practice, however, target antigens are predominantly widely expressed minor histocompatibility and/or endogenous self-antigens expressed within mismatched MHC/HLA molecules (57, 58), meaning GVL and GVHD often go hand in hand. The establishment of operational tolerance after allogeneic BMT typically is defined by the ability to remove immune suppression without the development of GVHD. This can be achieved by a number of immunological pathways that include deletion of alloreactive T cells, regulation of alloreactive T cells by regulatory T cells, and exhaustion and anergy of alloreactive T cells. IL-2 plays an important role in many of these pathways, as it is central to Treg survival and the limitation of anergy and exhaustion (59–61). In addition, nuclear factor of activated T cells (NF-AT) directly contributes to T cell exhaustion by upregulating PD-1 and TOX expression (42, 62). It is thus not surprising that CNIs, which target the NF-AT/IL-2 pathway, disrupt the generation of operational tolerance. Our results demonstrate that CNIs promote the expansion of alloreactive T_CM_ with enhanced ability to mediate late GVHD upon drug withdrawal. Mechanistically, alloreactive T cells are blocked from entering all stages of the exhaustion pathway and instead accumulate as alloantigen-specific T_CM_. Importantly, the majority of activated T cells preferentially acquire a T_EFF_ phenotype with broad upregulation of Ly6C such that this is not a reliable marker for transitory T_EX_ (or T_TRANS_-like cells) as was used in a recent study (41). Interestingly, the CNI-expanded T_CM_ population retain TCF-1 expression, consistent within their enhanced proliferative and pathogenic potential (10, 11) following CNI treatment and withdrawal. As previously demonstrated, TCF-1^hi^ T_CM_ that migrate to and reside in target tissues are also likely to maintain GVHD locally (11). Of interest, TAC was far more potent than CSA in mediating these effects, likely reflecting the described increased potency and ability of tacrolimus to inhibit additional cyclosporine-independent pathways (63). It is difficult to extrapolate the findings in relation to CNIs and alloantigen-driven CD4^+^ T cell differentiation to that invoked by viral antigen since that amount of antigen presented is quite different quantitatively and temporally (i.e., alloantigen is present in high amounts and forever but viral antigen is generally present at low levels and transiently). Nevertheless, this will be an interesting avenue of future study.

Donor T_N_ have higher ability to induce GVHD due to high TCR diversity that can respond to large numbers of alloantigen and high proliferation potential and lineage plasticity (5). T_EM_ have reduced ability to induce GVHD; they demonstrate lower capacity of survival and expansion in response to alloantigen (14, 64). In contrast, T_CM_ which are thought to be derived from surviving effector T cell pools (65), maintain the capacity to invoke and maintain GVHD (11, 14). This concept has recently been confirmed in large clinical studies of T_N_ depletion (3). Thus, the process of alloantigen driven T cell differentiation largely determines the capacity of the donor T cell pool to mediate GVHD. Here, we demonstrate that CNIs inhibit predominantly CD4^+^ T cell apoptosis and allow more donor T cells to differentiate into alloantigen-specific T_CM._ Further, CNI-induced T_CM_ demonstrate higher proliferation potential and enhanced ability to mediate late onset GVHD. Hence, alloreactive donor T cells that differentiated in the presence of a CNI were limited in their effector (e.g., cytokine) function but subsets preferentially survived to become T_CM_ that retained self-renewal ability and were capable of generating cGVHD following drug withdrawal. This detrimental effect of CNIs was most pronounced in CD4^+^ T cells since TCR sequencing also confirmed that alloreactive CD8^+^ T cell subsets were efficiently suppressed.

The similarity of phenotypic, transcriptomic, and functional changes in CD4^+^ and CD8^+^ T cells suggests common mechanisms in the T_CM_ expansion. Metabolic reprogramming is critical for the differentiation, function, and memory formation of T cells (66). Generally, high glycolytic activity is required for effector function and T cell exhaustion, which impairs long-term immunity (67). In a GVHD model, rapamycin inhibits the glycolytic activity leading to attenuation of T cell activation and subsequent GVHD development, whereas the OXPHOS pathway is not affected (37). Alternatively, OXPHOS promotes the survival and self-renewal ability of T cells in the context of antigen stimulation (68, 69), which potentially explains the functional quiescence and higher self-renewal capacity of alloreactive T cells in the presence of CNIs. Additional investigation is required to elucidate the mechanisms by which CNIs regulate T cell metabolism and differentiation and are beyond the scope of the current study. Finally, IL-2 deprivation upregulated IL-2R-β expression as a feed-back response, which theoretically increases the formation of the IL-15R and subsequent signaling. However, disruption of IL-15R signaling had no effect on CNI-induced T_CM_ expansion, and analysis of other common γ-chain cytokines such as IL-7 are needed. In contrast to the aforementioned similarities, activated CD8^+^ T cells demonstrate higher responsiveness to and dependence on exogenous IL-2 relative to CD4^+^ T cells (70). This, likely, in part, explains the relative resistance of CD4^+^ T cells to CNIs.

CNIs and PT-Cy have different mechanisms of action on alloreactive donor T cells that leads to disparate long-term outcomes. First, alloantigen-specific CD4^+^ T cells are more resistant to CNI inhibition, predisposing recipients to cGVHD following CNI discontinuation. In contrast, proliferating effector T cells are selectively deleted by PT-Cy, which allows for the eventual regeneration of donor T cells from nonalloreactive T_N_-derived T_SCM_ cells (6, 51). Second, IL-17A–producing cells (Th17 and Tc17), which are major mediators of cGVHD especially in the skin (27), have stem-like properties and can survive long-term (55, 71). While these IL-17A–producing cells are resistant to CNI treatment — and can preferentially expand in the presence of CNI in target tissues (32) — they are effectively deleted by PT-Cy. Third, PT-Cy (52, 72), unlike CNIs (25), target conventional T cells but spare Tregs, further promoting tolerance. Hence, the use of CNI after PT-Cy, when alloreactive clones are largely eliminated, is likely to avoid the detrimental effect of this agent on long-term tolerance. Indeed, PT-Cy followed by CNI was synergistic in preventing GVHD (73); however, use of CNIs prior to Cy abrogated this synergy in a mouse model of skin allotransplantation (74). It is important to note that CNIs have been historically combined with short course methotrexate (MTX) and it is likely that this antimetabolite is critical in controlling some of the detrimental effects of CNIs on alloreactive T cell reconstitution. Nevertheless, recent clinical studies demonstrate that a CNI/MTX combination is less effective than PT-Cy followed by a CNI, as would be predicted by the findings here (75).

In summary, we demonstrate that CNI-based immune suppression in the absence of approaches that eliminate large fractions of alloreactive T cell clones (such as T_N_ depletion or PT-Cy) are efficient at limiting aGVHD, but at the cost of promoting the persistence and accumulation of alloreactive T_CM_ clones that preferentially survive to mediate cGVHD. Whether the use of non-CNI based immune suppression (e.g., abatacept) after PT-Cy can further reduce the incidence of cGVHD and improve transplant outcomes warrants investigation.

## Methods

Additional methods and a list of antibodies used in the study are available in Supplemental Methods.

### Sex as a biological variant.

The preclinical murine systems utilized both female and male mice. Importantly, there is no evidence to suggest GVHD or CNI-mediated immune suppression is sex restricted.

### Mice.

C57Bl/6 (B6, H-2b, CD45.2^+^, CD90.2^+^), B6.SJL-Ptprca (PTPrca, H-2b, CD45.1^+^, CD90.2^+^), C57xPTP (H-2b, CD45.2^+^CD45.1^+^, CD90.2^+^), and B6D2F1 (H-2b/d, CD45.2^+^, CD90.2^+^) mice were purchased from the Animal Resources Centre, Jackson Laboratory, or bred in the animal facilities at Fred Hutchinson Cancer Center (FHCC). *Il15ra^–/–^* (B6x129S F2 background) and control mice were purchased from Jackson Laboratory. TEa TCR transgenic mice (*Rag1^–/–^* background, H-2b, CD45.1^+^, CD90.2^+^) (40), Marilyn TCR transgenic mice (*Rag2^–/–^* background, H-2b, CD45.2^+^, CD90.2^+^) (50), B6.TEaxB6.luc^+^ (H-2b, CD45.1^+^, CD90.1^+^), B6.MarilynxB6.luc^+^ (H-2b, CD45.2^+^, CD90.1^+^), H-Y TCR transgenic (H2b, CD45.2^+^, CD90.2^+^) (40), B6.*Il17a*^Cre^x *Rosa26*^eYFP^(B6.*Il17a*^eYFP^, H-2b, CD45.2^+^) (55), and B6.*Il10*^GFP^x*Foxp3*^RFP^ (H-2b, CD45.2^+^) (29) mice were bred and housed at QIMR Berghofer Medical Research Institute or FHCC. Mice were housed in sterilized microisolator cages and received acidified autoclaved water (pH 2.5).

### Bone marrow transplantation.

Recipients received 1,100 (B6D2F1) or 1,000 (C57BL/6) cGy total body irradiation (TBI) (^137^Cs source) on day –1 as conditioning regimen. In some experiments, recipients received 900 cGy TBI on day –1 plus 100 mg/kg cyclophosphamide on days –3 and –2. T cell-depleted (TCD) BM and CD4^+^, CD8^+^, and CD3^+^ T cells were processed as described previously (76). CSA (5–50 mg/kg/d) or TAC (FK506) (1 or 10 mg/kg/d) was administered i.p. daily from day 0 up until day 13 after BMT (14 days maximum). PT-Cy (cyclophosphamide 50 or 100 mg/kg/d) was administrated i.p. on days 3 and 4. GVHD severity was scored with a clinical scoring system as previously described (76).

### Flow cytometry.

Staining of surface markers, transcription factors, and cytokines (intracellular cytokine staining or ICS) was performed as previously described (29). Antibodies are listed in the Supplemental Methods. Single cell suspensions were acquired on LSR Fortessa or Symphony A3 flow cytometers (Becton Dickinson) and analyzed with FlowJo version 10 (Tree Star). T-SNE and FlowSOM analysis was conducted as previously described (77).

### Single cell RNA-Seq.

Donor T cells were isolated from spleens on day 7 after BMT and proceeded to single cell RNA-Seq as described previously (51, 77). More details can be found in the supplemental methods. Code is accessible at https://github.com/furlan-lab/CSA_GVHD (Commit ID:e87f86c).

### Statistics.

Statistical analyses were performed using GraphPad Prism version 8 (GraphPad Software). The Mann-Whitney *U* test or 2-tailed *t* test was used to determine the differences between groups. Multiple comparisons were conducted with 1-way ANOVA or 2-way ANOVA where appropriate. The log-rank test was used for the comparison of survival curves. A 2-sided *P* value < 0.05 was considered statistically significant.

### Study approval.

All animal experiments were approved by and performed in accordance with the Animal Ethics Committee at the QIMR Berghofer Medical Research Institute or the IACUC of the Fred Hutchinson Cancer Center, where experimentation was undertaken.

### Data availability.

Original data are available in the supporting data file. RNA-Seq data have been deposited in National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) with accession number GSE255545.

## Author contributions

YW and MAU performed experiments, analyzed data and edited the manuscript. OGW, SSB and SAM analyzed RNA sequencing data and edited the manuscript. NSN, KSE, CRS, SRWL, TS, RDK, ELN, EA, ACY, ST, JRB, AV, BRB and MK helped with experimental design and edited the manuscript. ADC conducted the histopathologic scoring and edited the manuscript. SNF oversaw the RNA sequencing analysis and edited the manuscript. PZ designed and performed experiments, conducted and oversaw data analysis, and wrote the manuscript. GRH supervised the research and wrote the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
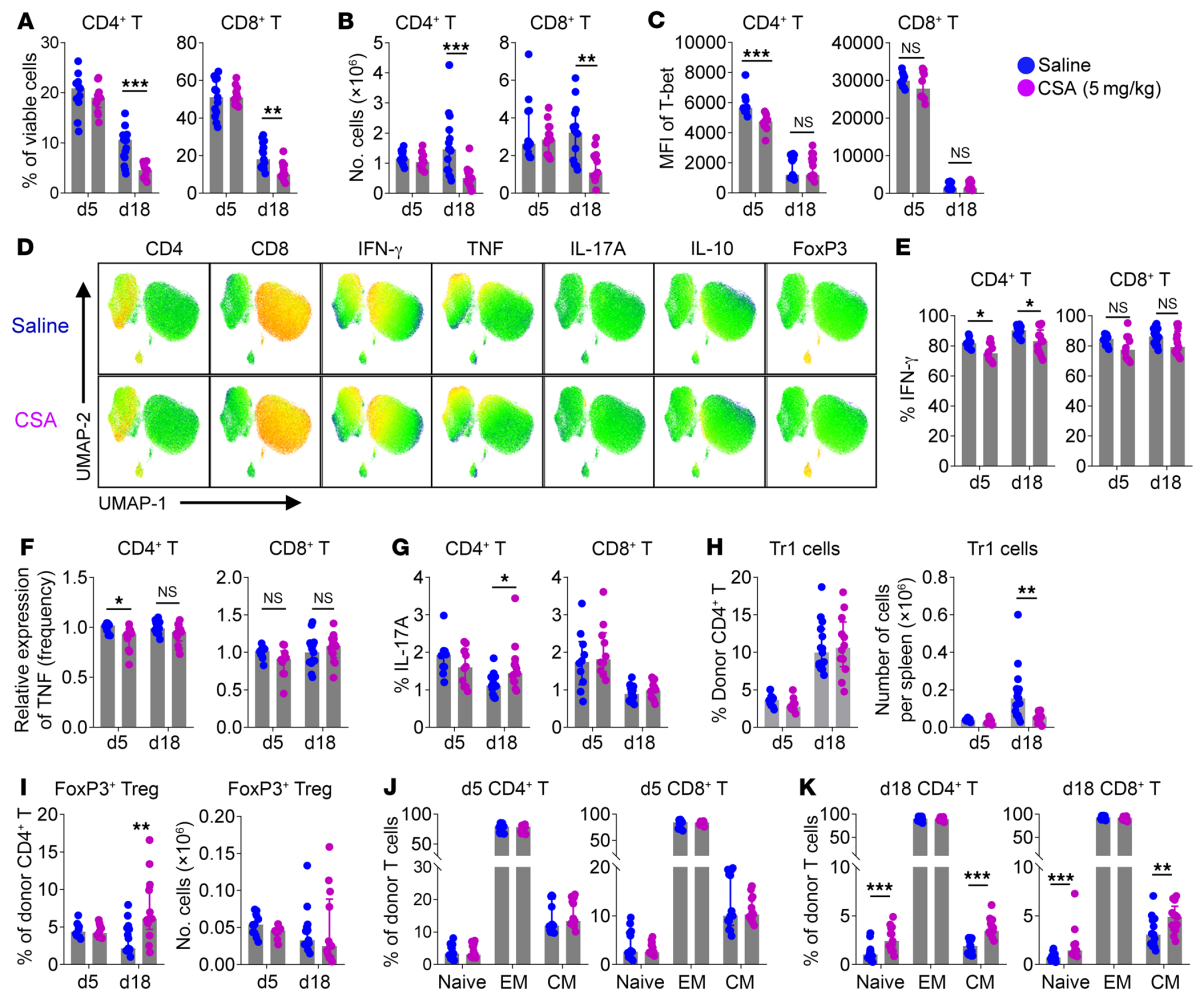
CSA promotes the expansion of central memory donor T cells. B6D2F1 recipients were transplanted with B6 BM (5 × 10^6^) + T cells (2 × 10^6^) and treated with saline or CSA (5 mg/kg/d) up until day 13 after BMT. Spleens were taken 5 or 18 days after BMT and donor CD4^+^ and CD8^+^ T cells were analyzed (*n* = 10–15 per group from 2–3 experiments). (**A**) Frequency of donor T cells in viable cells and (**B**) absolute numbers per spleen. (**C**) Expression of T-bet in donor T cells. (**D**–**H**) Expression of cytokines in donor T cells were analyzed following intracellular cytokine staining: (**D**) UMAP plots of donor T cells on day 5 (concatenated from 5 samples per group), expression of (**E**) IFNγ, (**F**) TNF, (**G**) IL-17A, and (**H**) frequency and numbers of IFNγ^+^IL-10^+^ Tr1 cells. (**I**) Frequency and numbers of CD4^+^ FoxP3^+^ Tregs. (**J**–**K**) Composition of T_N_ (CD44^–^CD62L^+^), T_EM_ (CD44^+^CD62L^–^), and T_CM_ (CD44^+^CD62L^+^) subsets in donor T cells on day 5 (**J**) and day 18 (**K**). Data are presented as median ± interquartile range and analyzed with the Mann-Whitney *U* test. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 2:**
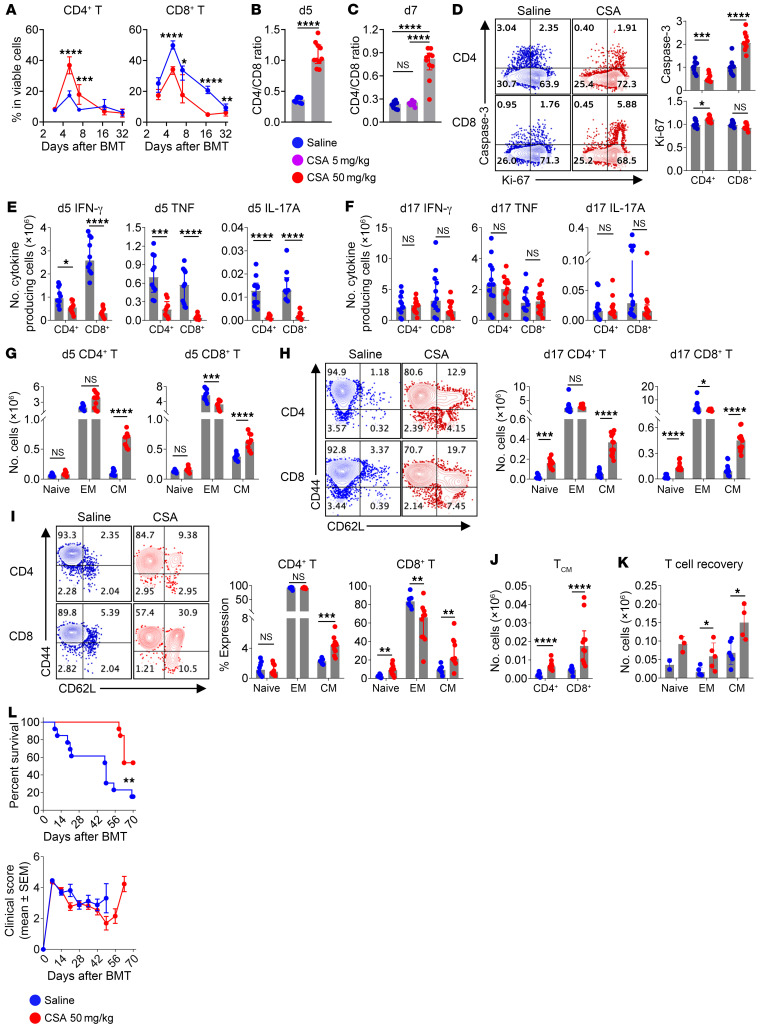
Higher-dose CSA inhibits the acquisition of effector function but promotes survival and central memory differentiation. (**A**–**H**) B6D2F1 recipients were transplanted with B6 BM (5 × 10^6^) + T cells (2 × 10^6^) and treated with saline or CSA (5 or 50 mg/kg/d) until day 13. Spleens were taken for immune phenotyping and donor T cells were gated with congenic markers. (**A**) Frequency of donor T cells in the spleens over time after BMT. (**B** and **C**) Ratio of CD4^+^ to CD8^+^ donor T cells on day 5 (**B**) and day 7 (**C**) (*n* = 10–11 per group from 2 experiments). (**D**) Representative flow cytometric plots and expression of caspase-3 and Ki-67 (relative to the saline group) in donor T cells on day 5 (*n* = 9–10 per group from 2 experiments). (**E** and **F**) Number of cytokine-producing donor T cells on day 5 (*n* = 9–10 per group from 2 experiments) (**E**) and day 17 (**F**) (*n* = 12–13 per group from 3 experiments). (**G** and **H**) Number of donor T_N_ (CD44^–^CD62L^+^), T_EM_ (CD44^+^CD62L^–^), and T_CM_ (CD44^+^CD62L^+^) cells on day 5 (**G**) and day 17 with representative flow cytometric plots (**H**) (*n* = 9–13 per group from 2 experiments). (**I** and **J**) Experiments were set up as described in Supplemental Figure 1I whereby magnetic activated cell sorting–selected (MACS-selected) CD4^+^ and CD8^+^ T cells were combined from saline/CSA-treated mice and transferred to secondary recipients. Memory phenotype (**I**) and numbers of T_CM_ subset (**J**) of the transferred T cells were determined 35 days after transfer (*n* = 8–10 per group from 2 experiments). (**K**) Donor CD4^+^ T cells were isolated from spleens on day 15 after BMT (saline or CSA treated), sort-purified to T_N_, T_EM_ and T_CM_ subsets, and individually transferred to secondary BMT recipients (1 × 10^5^ per recipient) on day 0. Spleens were taken 49 days after adoptive transfer and transferred T cells were determined based on congenic markers (*n* = 2, 3, 6, 5, 6, and 4 per group respectively). (**L**) B6D2F1 recipients were transplanted with B6 BM (5 × 10^6^) + T cells (2 × 10^6^), treated with saline or CSA (50 mg/kg/d) up until day 13 and monitored for survival and clinical scores (*n* = 12–13 per group from 2 experiments). (**A**–**K**) Data are presented as median ± interquartile range and analyzed with the Mann-Whitney U test; (**L**) clinical score data are presented as mean ± SEM and survival analyzed by log rank. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 3:**
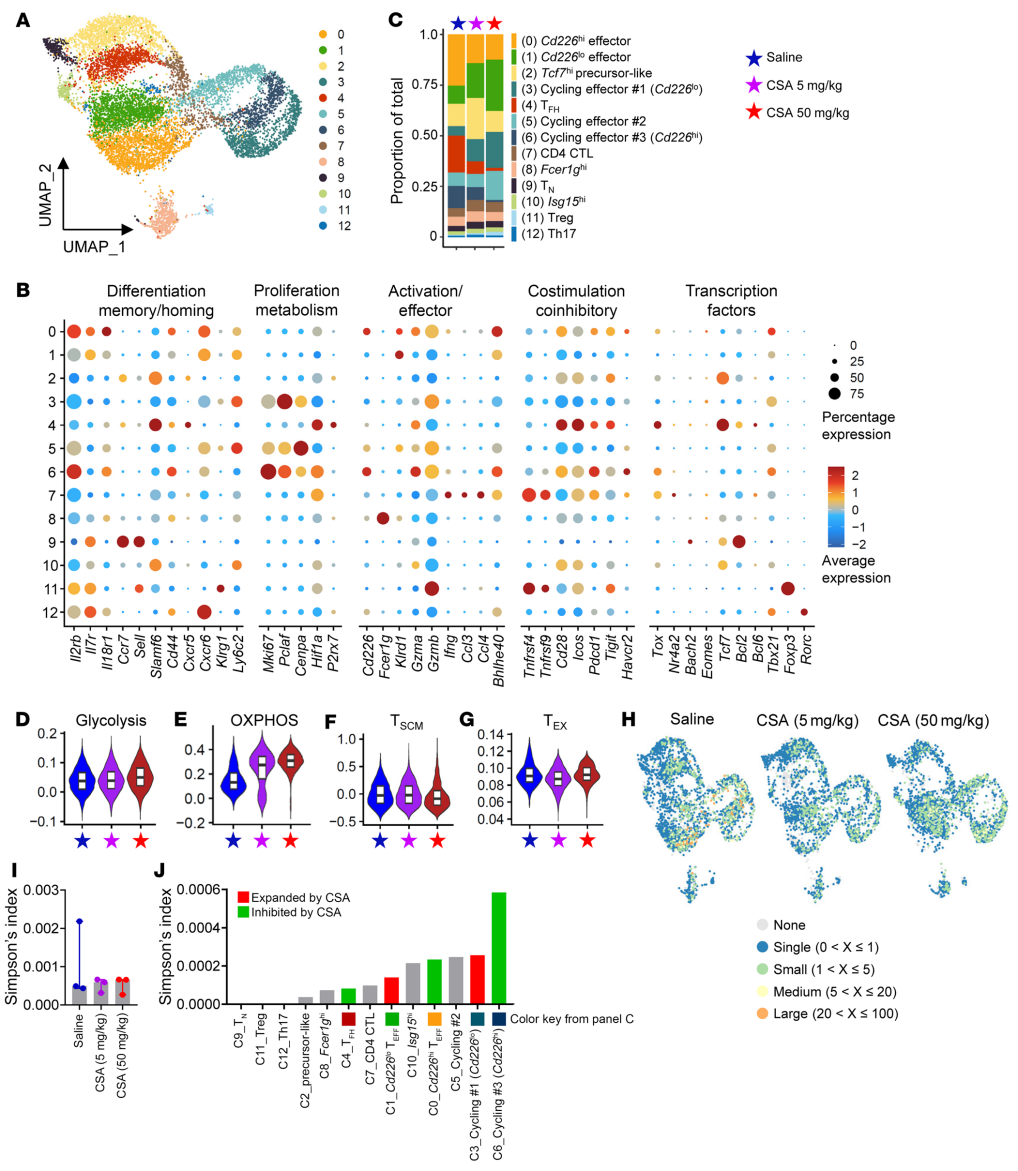
CSA promotes the expansion of quiescent alloreactive CD4^+^ T cells. B6D2F1 recipients were transplanted with B6 BM (5 × 10^6^) + B6 T cells (2 × 10^6^) + TEa TCR transgenic T cells (1 × 10^3^) and treated daily with saline or CSA (5 or 50 mg/kg/kg). Spleens were taken on day 7, pooled from every 2 mice, and donor CD4^+^ T cells were sort purified for single-cell RNA-Seq (*n* = 3 per group). (**A**) UMAP of CD4^+^ T cells colored by clusters. (**B**) Expression of genes across clusters. (**C**) Proportion of each cluster across groups. (**D**–**G**) Gene set enrichment analysis for (**D**) Glycolysis, (**E**) OXPHOS, (**F**) T_SCM_, and (**G**) T_EX_ associated genes across groups. (**H**) UMAP of CD4^+^ T cells colored by clonality scores across groups. (**I**) Simpson’s clonality index of TCR diversity across groups (presented as median ± interquartile range). (**J**) Simpson’s clonality index of TCR diversity across clusters.

**Figure 4:**
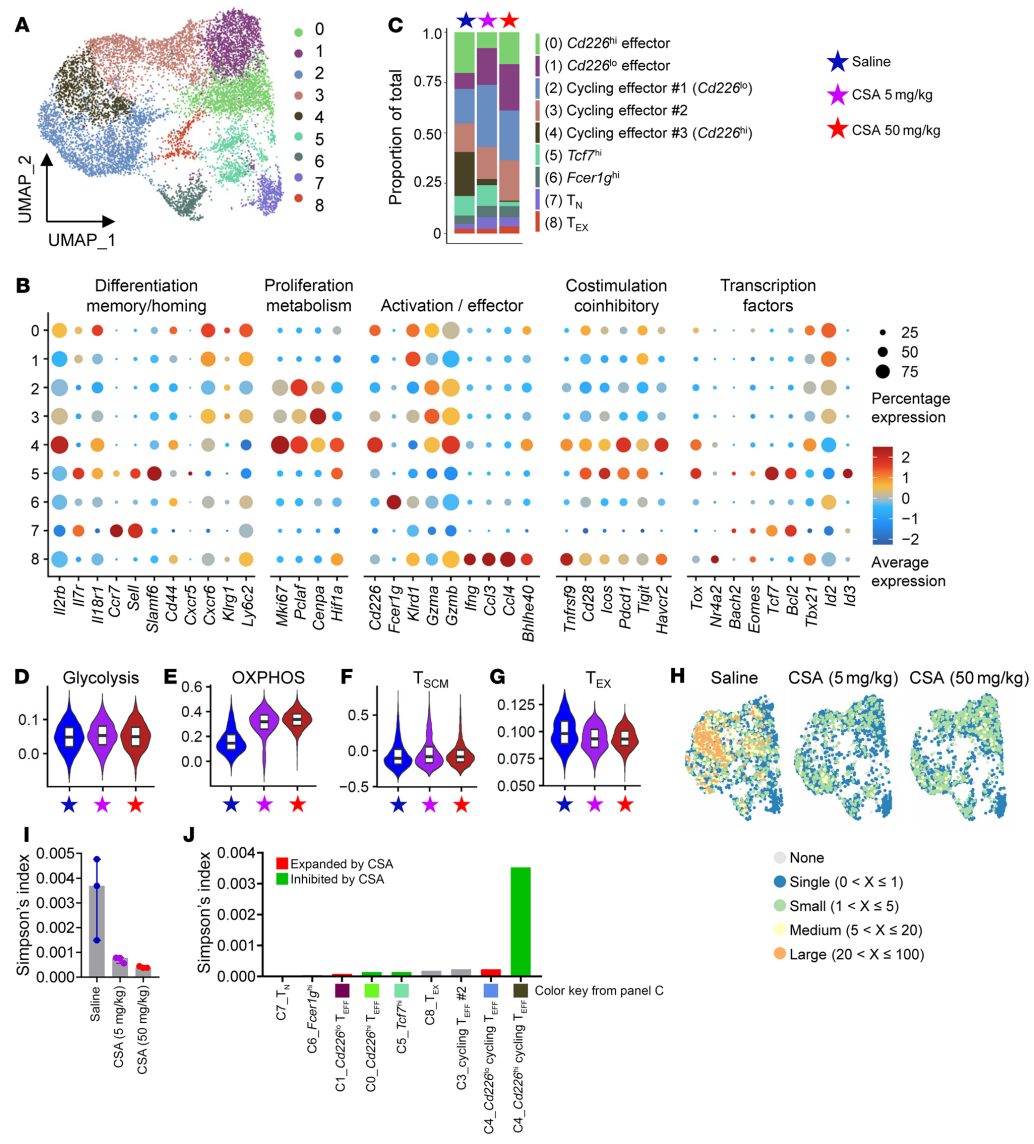
CSA inhibits the clonal expansion in CD8^+^ T cells. Samples were processed as described in Figure 3 and single-cell RNA-Seq was conducted on sort-purified CD8^+^ T cells. (**A**) UMAP of CD8^+^ T cells colored by clusters. (**B**) Expression of genes across clusters. (**C**) Proportion of each cluster across groups. (**D**–**G**) Gene set enrichment analysis for (**D**) Glycolysis, (**E**) OXPHOS, (**F**) T_SCM_, and (**G**) T_EX_ associated genes across groups. (**H**) UMAP of CD8^+^ T cells colored by clonality scores across groups. (**I**) Simpson’s clonality index of TCR diversity across groups (presented as median ± interquartile range). (**J**) Simpson’s clonality index of TCR diversity across clusters.

**Figure 5:**
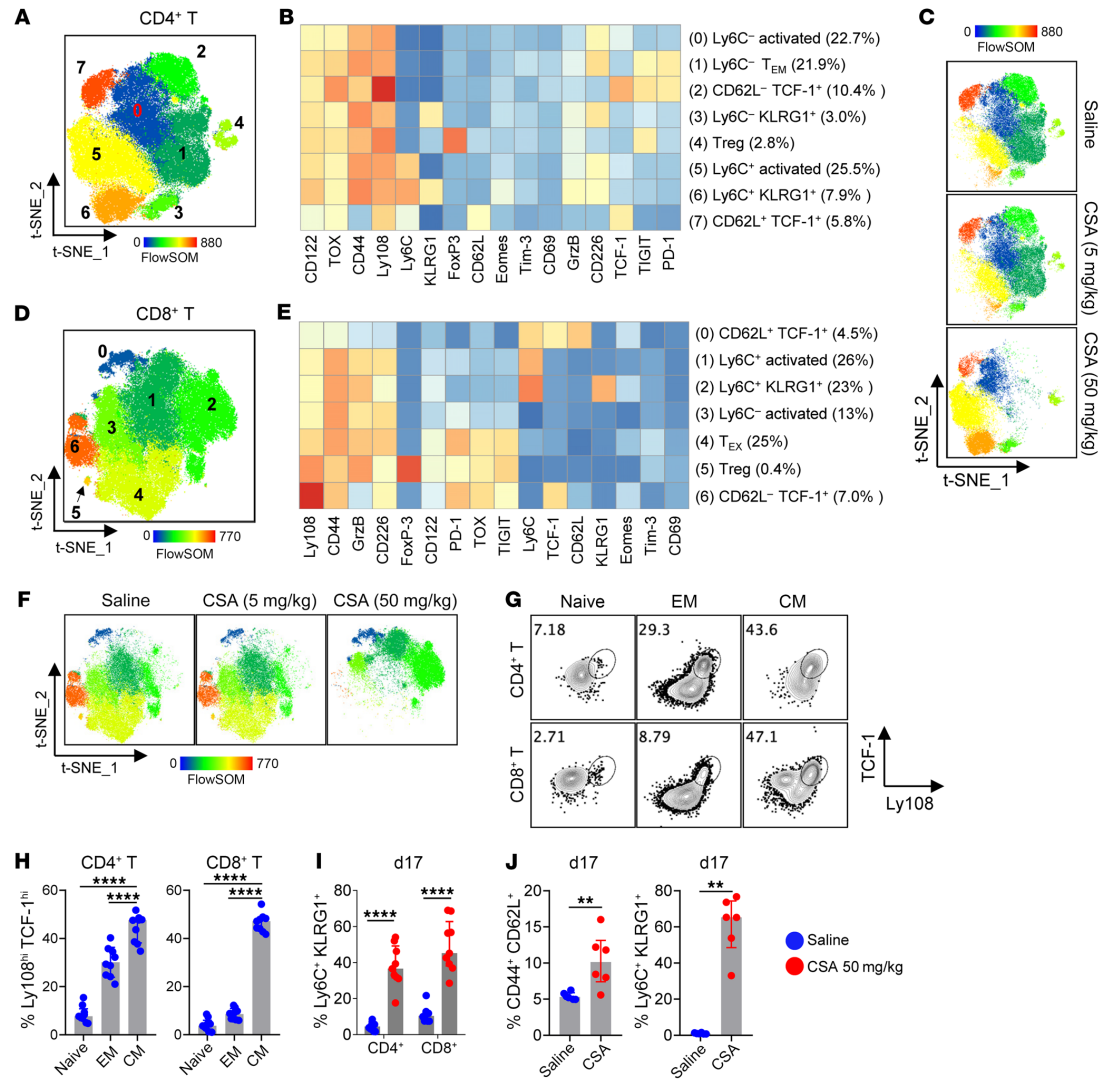
CSA expands alloreactive CD4^+^ T_CM_ with high self-renewal capacity. (**A**–**H**) B6D2F1 recipients were transplanted with B6 BM (5 × 10^6^) + T cells (2 × 10^6^) and treated with saline or CSA (5 or 50 mg/kg/d). Spleens were taken on day 7 and analyzed with high-parameter flow cytometry (concatenated from 4–5 samples per group). (**A**–**C**) Donor CD4^+^ T cells were analyzed for: (**A**) t-SNE plots colored by FlowSOM populations, (**B**) Heatmap of marker expression (MFI) across FlowSOM populations, and (**C**) t-SNE plots (colored by FlowSOM populations) across groups. (**D**–**F**) Donor CD8^+^ T cells were analyzed for: (**D**) t-SNE plots colored by FlowSOM populations, (**E**) Heatmap of marker expression (MFI) across FlowSOM populations, and (**F**) t-SNE plots (colored by FlowSOM populations) across groups. (**G** and **H**) Expression of TCF-7/TCF-1 and Ly108 in T_N_ (CD44^–^CD62L^+^), T_EM_ (CD44^+^CD62L^–^), and T_CM_ (CD44^+^CD62L^+^) subsets of donor T cells in untreated mice (*n* = 9 per group from 2 experiments). (**I**) B6D2F1 recipients were transplanted as above. Spleens were taken on day 17 and analyzed for the memory phenotypes of donor CD4^+^ and CD8^+^ T cells (*n* = 9–10 per group from 2 experiments). (**J**) B6D2F1 recipients were transplanted with B6 TCD BM (5 × 10^6^) + TEa TCR transgenic T cells (5 × 10^3^) and treated with saline or CSA (50 mg/kg/d). Spleens were taken on day 17 and TEa cells were analyzed (*n* = 6 per group from 1 experiment). Data are presented as median ± interquartile range and analyzed with 1-way ANOVA (**H**) or Mann-Whitney U test (**I** and **J**). **P < 0.01; ****P < 0.0001.

**Figure 6:**
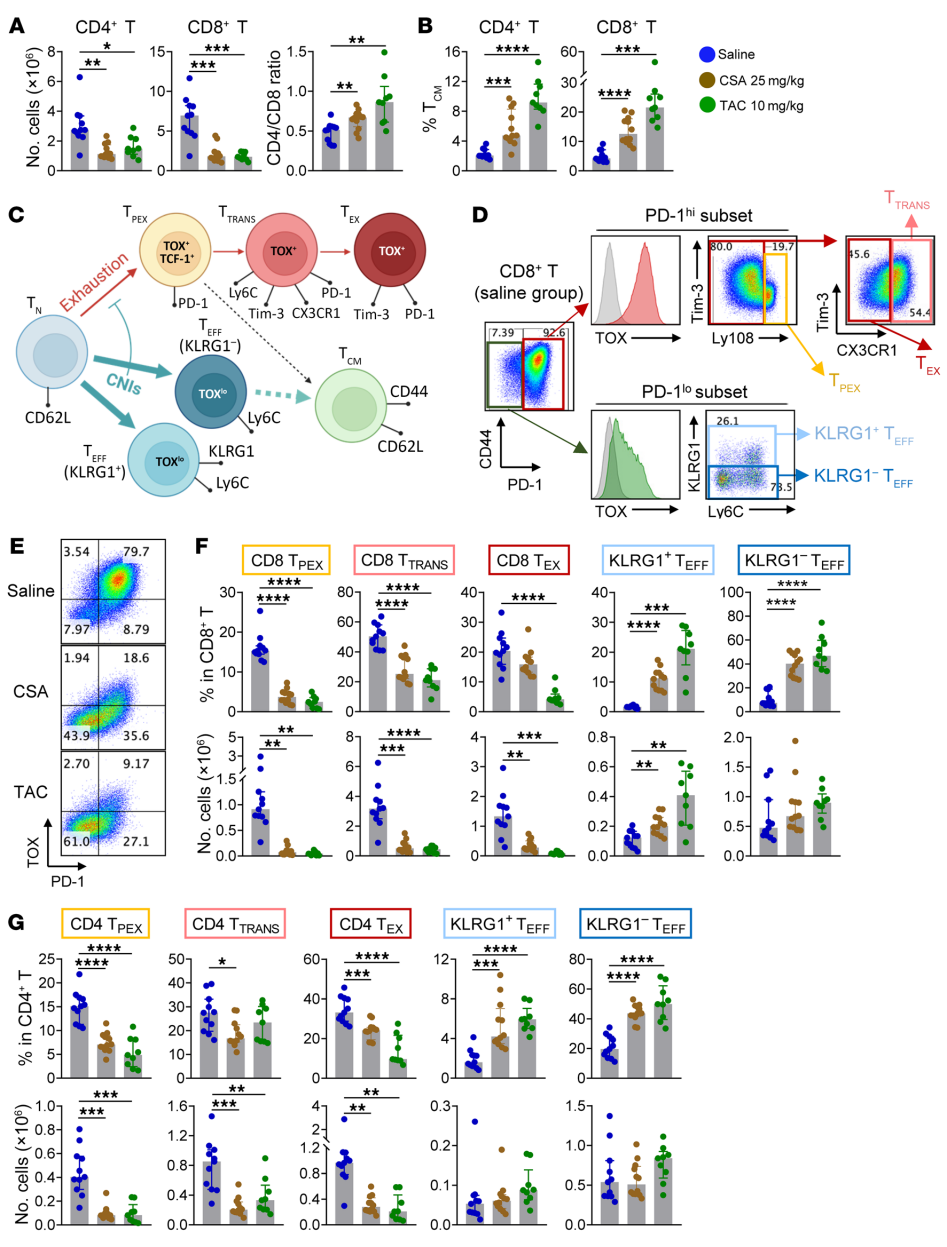
Cyclosporine and Tacrolimus broadly inhibit all stages of T cell exhaustion and promote effector T cell differentiation. Female B6D2F1 recipients were transplanted with B6 BM (5 × 10^6^) + T cells (2 × 10^6^) and treated with saline, CSA (25 mg/kg/d), or TAC (10 mg/kg/d) from day 0 to 13. Spleens were taken on day 14 and analyzed with high-parameter flow cytometry. (**A**) Numbers of donor CD4^+^ and CD8^+^ T cells per spleen with the ratio of CD4^+^ to CD8^+^ donor T cells. (**B**) Frequency of T_CM_ in donor CD4^+^ and CD8^+^ T cells. (**C**) Schema (created with BioRender; biorender.com) of T cell exhaustion and T_EFF_ differentiation pathways whereby CNIs suppress exhaustion (downregulating PD-1 and TOX) and promote T_EFF_ differentiation. (**D**) Gating strategy of the flow cytometric analysis (a representative sample from the saline group) whereby the gray histograms represent fluorescence minus 1 (FMO) control. (**E**) Expression of PD-1 and TOX in CD8^+^ T cells (representative flow cytometric plots). (**F** and **G**) Frequency (upper panels) of the above defined T cell subsets in donor CD8^+^ T cells (**F**) and CD4^+^ T cells (**G**) with corresponding absolute numbers per spleen (lower panels). Data are presented as median ± interquartile range and analyzed with 1-way ANOVA. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 7:**
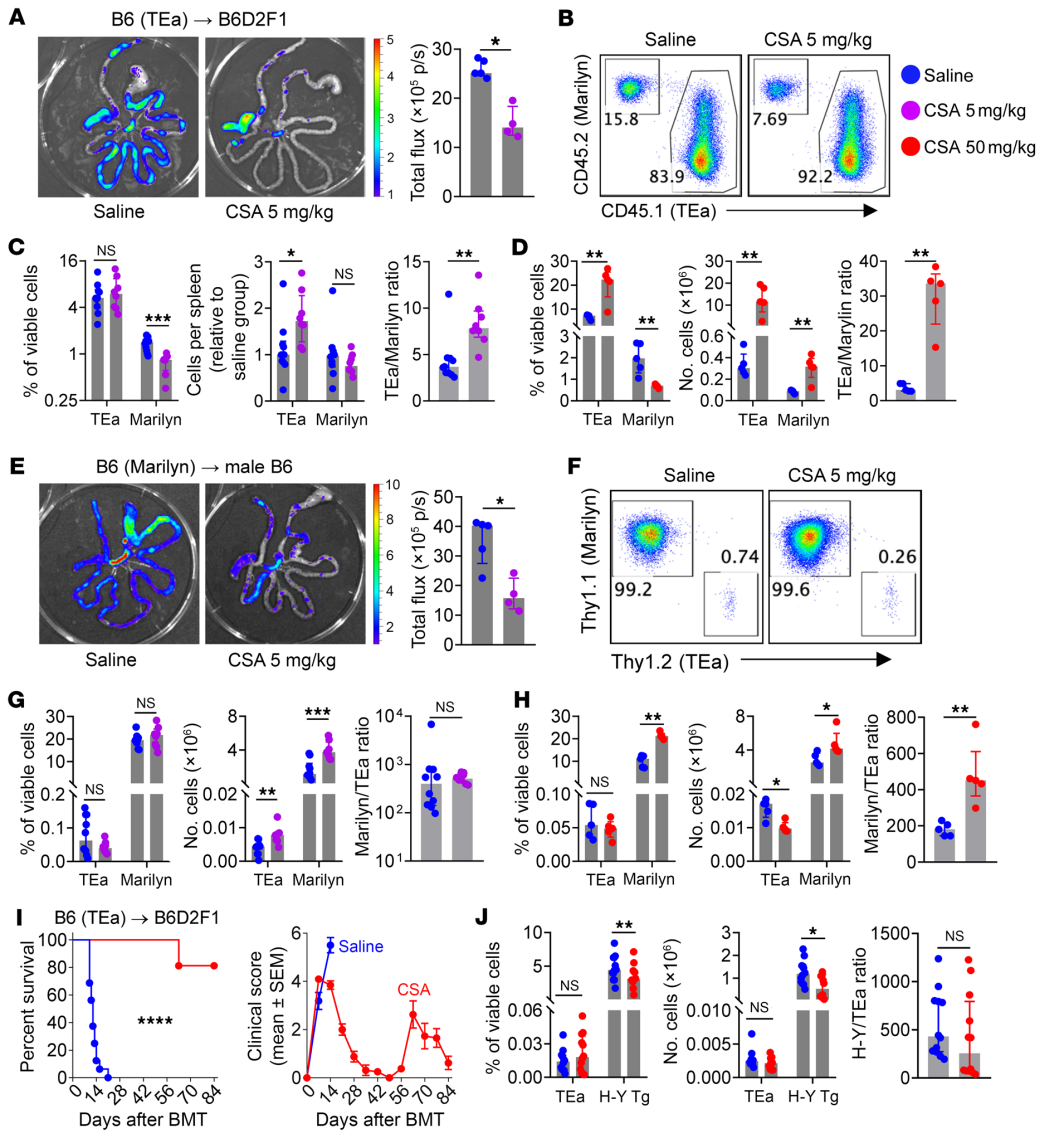
CSA attenuates acute GVHD but promotes alloantigen-specific CD4^+^ T cell survival. (**A**–**D**) Female B6D2F1 (I-E^d^) recipients were transplanted with 5 × 10^6^ PTPrca TCD BM, 5 × 10^4^ luciferase-expressing TEa^luc+^ T cells and 6 × 10^5^ Marilyn T cells, treated with saline or CSA (5 or 50 mg/kg/d) and taken for analysis on day 7. (**A**) Representative bioluminescence images and total flux of gut infiltrating TEa^luc+^ cells (*n* = 4–5 per group). (**B**) Representative flow cytometric plots and (**C** and **D**) frequencies, numbers and ratio of transferred T cells in spleens treated with lower dose CSA (5 mg/kg/d) (**C**: *n* = 8–10 per group from 2 experiments) or with higher dose CSA (50 mg/kg/d) (**D**: *n* = 5 per group). (**E**–**H**) Male B6 recipients were transplanted with 5 × 10^6^ C57xPTP TCD BM, 5 × 10^4^ TEa T cells and 6 × 10^5^ luciferase-expressing Marilyn^luc+^ T cells, treated with saline or CSA (5 or 50 mg/kg) and taken for analysis on day 7. (**E**) Representative bioluminescence images and total flux of gut infiltrating Marilyn^luc+^ T cells (*n* = 4–5 per group). (**F**) Representative flow cytometric plots and (**G** and **H**) frequencies, numbers, and ratio of transferred T cells in spleens treated with lower dose CSA (5 mg/kg/d) (**G**: *n* = 8–10 per group from 2 experiments) or with higher dose CSA (50 mg/kg/d) (**H**: *n* = 5 per group). (**I**) B6D2F1 recipients were transplanted with B6 TCD BM (5 × 10^6^) and 1 × 10^4^ TEa T cells, treated with saline or higher dose CSA (50 mg/kg/d) and monitored for survival and clinical scores (*n* = 16 per group from 2 experiments). (**J**) Male B6 recipients were transplanted with 5 × 10^6^ B6 TCD BM, 5 × 10^4^ TEa T cells and 1 × 10^6^ H-Y specific CD8^+^ T cells and treated with saline or CSA (50 mg/kg/d). Spleens were taken on day 7 (*n* = 12 per group from 2 experiments) and analyzed for the frequency, numbers, and ratio of transferred T cells. (**A**–**H**, and **J**) Data are presented as median ± interquartile range and analyzed with the Mann-Whitney U test; (**I**) Survival data are analyzed with log-rank test, and clinical scores are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 8:**
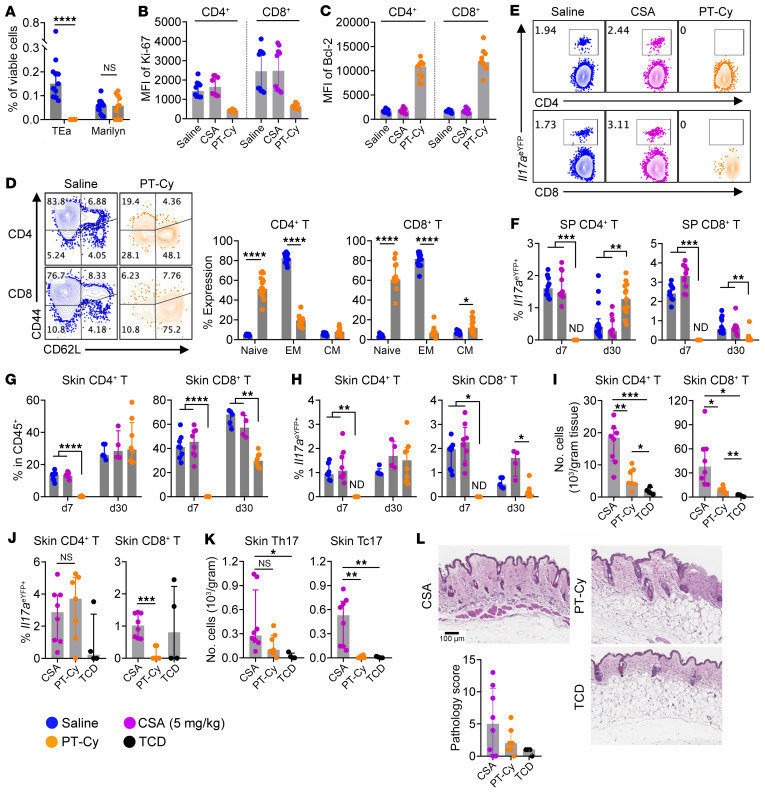
CSA and PT-Cy have differential effects on cGVHD effector pathways. (**A**) Female B6D2F1 recipients were transplanted with 5 × 10^6^ C57xPTP TCD BM, 2 × 10^3^ TEa T cells, and 4 × 10^5^ Marilyn T cells and treated with saline or PT-Cy. Spleens were taken on day 30 (*n* = 11 per group from 2 experiments) and analyzed for the expansion of transferred T cells. (**B**–**H**) B6D2F1 recipients were transplanted with BM (5 × 10^6^) and T cells (2 × 10^6^) from B6.*Il17a*^eYFP^ donors, and treated with saline, CSA (5 mg/kg), or PT-Cy (100 mg/kg). (**B**–**D**) Spleens were taken on day 7 and donor T cells were analyzed for: (**B**) Expression of Ki-67, (**C**) Expression of Bcl-2, and (**D**) composition of T_N_ (CD44^–^CD62L^+^), T_EM_ (CD44^+^CD62L^–^), and T_CM_ (CD44^+^CD62L^+^) subsets. (**E** and **F**) Spleens were analyzed for: (**E**) representative flow cytometric plots of *Il17a*^eYFP^ in donor T cells on day 7 with (**F**) frequencies on day 7 and 30 (*n* = 10–14 per group from 2–3 experiments). (**G** and **H**) Mononuclear cells were isolated from skin and analyzed for: (**G**) frequency of donor T cells with (**H**) *Il17a*^eYFP^ expression on day 7 (*n* = 8 per group from 2 experiments) and day 30 (*n* = 4–8 per group from 1 experiment). (**I**–**L**) B6D2F1 recipients were transplanted with BM (5 × 10^6^) + T cells (2 × 10^6^) or TCD BM (5 × 10^6^) from B6.*Il17a*^eYFP^ donors. BMT recipients were treated with CSA (5 mg/kg/d for 14 days) or PT-Cy. Skin was taken on day 56 for analysis (*n* = 8 for CSA, 7 for PT-Cy, and 4 for TCD groups respectively): (**I**) numbers of donor T cells per gram skin tissue, (**J**) expression of *Il17a*^eYFP^ in donor T cells, (**K**) numbers of Th17 and Tc17 cells per gram skin tissue, and (**L**) representative images of H&E staining with pathology scores. Data are presented as median ± interquartile range and analyzed with the Mann-Whitney *U* test (**A**), 2-way ANOVA (**D**), or 1-way ANOVA (**F**–**K**). ND, not detectable; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 9:**
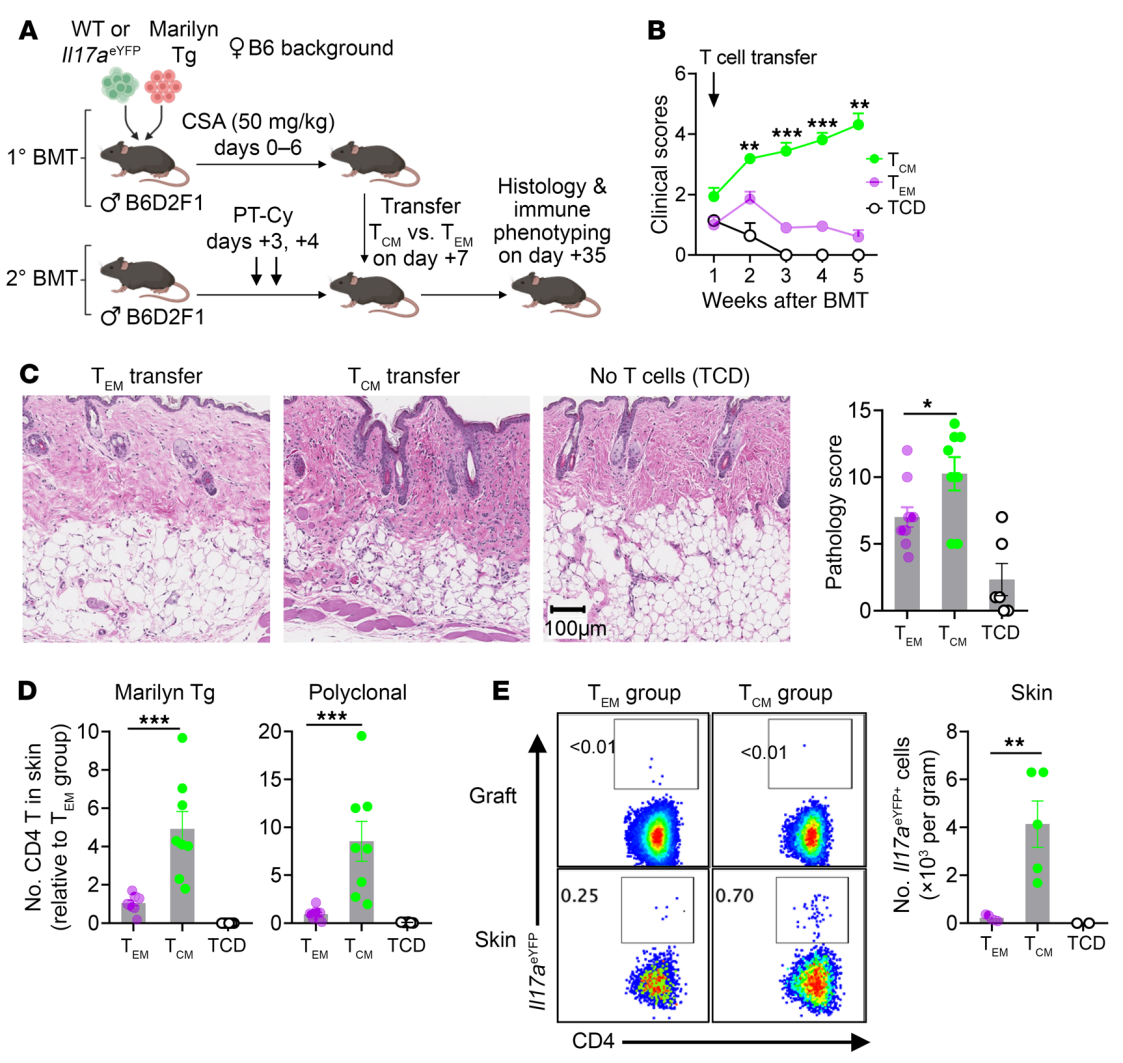
CSA-expanded T_CM_ preferentially mediate late GVHD. Male B6D2F1 recipients were transplanted with 5 × 10^6^ B6 TCD BM (CD45.2 or CD45.1), 1 × 10^6^ B6 CD4^+^ T cells (WT or *Il17a*^eYFP^, CD45.2, CD90.2), and 0.15 × 10^6^ Marilyn CD4^+^ TCR Tg T cells (CD45.2, CD90.1) followed by CSA (50 mg/kg) from day 0. Spleen and mesenteric lymph nodes were isolated on day +7 and sorted as CD4^+^ T_EM_ and T_CM_. Equal numbers of sort-purified CD4^+^ T_EM_ and T_CM_ (5 × 10^5^ per mouse) were adoptively transferred into secondary BMT recipients (male B6D2F1) of a parallel experiment which had been transplanted with TCD BM. Clinical scores were undertaken weekly and analysis was conducted at 28 days after T cell transfer. (**A**) Experimental schema (created with BioRender; biorender.com). (**B**) Clinical scores. (**C**) Pathology scores in the skin and representative images. (**D** and **E**) Adoptively transferred T cells were identified by congenic markers following enzymatic digestion of the skin tissue. (**D**) Numbers of transferred Marilyn Tg and polyclonal CD4^+^ T cells (relative to the T_EM_ group). (**E**) Numbers of *Il17a*^eYFP+^ polyclonal CD4^+^ T cells in the skin with concatenated flow cytometric plots in the skin and the graft. (**B**–**D**) *n* = 10, 8, and 6 per group from 2 experiments; (**E**) *n* = 5, 5, and 2 per group from 1 experiment. Data are presented as mean ± SEM and analyzed with 2-way ANOVA (**B**) or 2-tailed *t* test (**C**–**E**). *P < 0.05; **P < 0.01; ***P < 0.001.

## References

[1] Zeiser R, Blazar BR (2017). Acute graft-versus-host disease - biologic process, prevention, and therapy. N Engl J Med.

[2] Zeiser R, Blazar BR (2017). Pathophysiology of chronic graft-versus-host disease and therapeutic targets. N Engl J Med.

[3] Bleakley M (2022). Naive T cell depletion to prevent chronic graft-versus-host disease. J Clin Oncol.

[4] Anderson BE (2003). Memory CD4^+^ T cells do not induce graft-versus-host disease. J Clin Invest.

[5] Hataye J (2006). Naive and memory CD4^+^ T cell survival controlled by clonal abundance. Science.

[6] Roberto A (2015). Role of naive-derived T memory stem cells in T cell reconstitution following allogeneic transplantation. Blood.

[7] Cieri N (2015). Generation of human memory stem T cells after haploidentical T-replete hematopoietic stem cell transplantation. Blood.

[8] Zhou X (2010). Differentiation and persistence of memory CD8^+^ T cells depend on T cell factor 1. Immunity.

[9] Siddiqui I (2019). Intratumoral Tcf1^+^PD-1^+^CD8^+^ T cells with stem-like properties promote tumor control in response to vaccination and checkpoint blockade immunotherapy. Immunity.

[10] Tsui C (2022). MYB orchestrates T cell exhaustion and response to checkpoint inhibition. Nature.

[11] Sacirbegovic F (2023). Graft-versus-host disease is locally maintained in target tissues by resident progenitor-like T cells. Immunity.

[12] Zhang Y (2005). Alloreactive memory T cells are responsible for the persistence of graft-versus-host disease. J Immunol.

[13] Zheng H (2009). Central memory CD8^+^ T cells induce graft-versus-host disease and mediate graft-versus-leukemia. J Immunol.

[14] Juchem KW (2011). A repertoire-independent and cell-intrinsic defect in murine GVHD induction by effector memory T cells. Blood.

[15] Graef P (2014). Serial transfer of single-cell-derived immunocompetence reveals stemness of CD8^+^ central memory T cells. Immunity.

[16] Stemberger C (2014). Lowest numbers of primary CD8^+^ T cells can reconstitute protective immunity upon adoptive immunotherapy. Blood.

[17] Zhang Y (2004). Dendritic cell-activated CD44^hi^CD8^+^ T cells are defective in mediating acute graft-versus-host disease but retain graft-versus-leukemia activity. Blood.

[18] Malek TR (2008). The biology of interleukin-2. Annu Rev Immunol.

[19] Kalia V (2010). Prolonged interleukin-2Ralpha expression on virus-specific CD8+ T cells favors terminal-effector differentiation in vivo. Immunity.

[20] Castro I (2011). The basis of distinctive IL-2- and IL-15-dependent signaling: weak CD122-dependent signaling favors CD8+ T central-memory cell survival but not T effector-memory cell development. J Immunol.

[21] Chow CW (1999). Requirement for transcription factor NFAT in interleukin-2 expression. Mol Cell Biol.

[22] Emmel EA (1989). Cyclosporin A specifically inhibits function of nuclear proteins involved in T cell activation. Science.

[23] Hamilton BK (2018). Current approaches to prevent and treat GVHD after allogeneic stem cell transplantation. Hematology Am Soc Hematol Educ Program.

[24] Jenkins MK (1988). Effects of cyclosporine A on T cell development and clonal deletion. Science.

[25] Zeiser R (2006). Inhibition of CD4^+^CD25^+^ regulatory T cell function by calcineurin-dependent interleukin-2 production. Blood.

[26] Luznik L (2012). Post-transplantation cyclophosphamide for tolerance induction in HLA-haploidentical bone marrow transplantation. Semin Oncol.

[27] Hill GR (2010). Stem cell mobilization with G-CSF induces type 17 differentiation and promotes scleroderma. Blood.

[28] Alexander KA (2014). CSF-1-dependant donor-derived macrophages mediate chronic graft-versus-host disease. J Clin Invest.

[29] Zhang P (2017). Eomesodermin promotes the development of type 1 regulatory T (T_R_1) cells. Sci Immunol.

[30] Reagan-Shaw S (2008). Dose translation from animal to human studies revisited. FASEB J.

[31] Blanchard OL, Smoliga JM (2015). Translating dosages from animal models to human clinical trials--revisiting body surface area scaling. FASEB J.

[32] Varelias A (2015). Lung parenchyma-derived IL-6 promotes IL-17A-dependent acute lung injury after allogeneic stem cell transplantation. Blood.

[33] el Mansour A (1996). Cyclosporin depresses pancreatic islet expression of antigens for islet cell autoantibodies in non obese diabetic mice. J Autoimmun.

[34] Ewart SL (1996). Cyclosporin A attenuates genetic airway hyperresponsiveness in mice but not through inhibition of CD4+ or CD8+ T cells. Am J Respir Cell Mol Biol.

[35] Okamoto T (1999). The protective effect of cyclosporine A on anti-Fas antibody-induced hepatitis in mice. Jpn J Pharmacol.

[36] Gartlan KH (2017). Th17 plasticity and transition toward a pathogenic cytokine signature are regulated by cyclosporine after allogeneic SCT. Blood Adv.

[37] Nguyen HD (2016). Metabolic reprogramming of alloantigen-activated T cells after hematopoietic cell transplantation. J Clin Invest.

[38] Shi LZ (2011). HIF1alpha-dependent glycolytic pathway orchestrates a metabolic checkpoint for the differentiation of TH17 and Treg cells. J Exp Med.

[39] van der Windt GJ, Pearce EL (2012). Metabolic switching and fuel choice during T cell differentiation and memory development. Immunol Rev.

[40] Koyama M (2015). Donor colonic CD103^+^ dendritic cells determine the severity of acute graft-versus-host disease. J Exp Med.

[41] Senjo H (2023). Calcineurin inhibitor inhibits tolerance induction by suppressing terminal exhaustion of donor T cells after allo-HCT. Blood.

[42] Scott AC (2019). TOX is a critical regulator of tumour-specific T cell differentiation. Nature.

[43] Khan O (2019). TOX transcriptionally and epigenetically programs CD8^+^ T cell exhaustion. Nature.

[44] Seo H (2019). TOX and TOX2 transcription factors cooperate with NR4A transcription factors to impose CD8^+^ T cell exhaustion. Proc Natl Acad Sci U S A.

[45] Alfei F (2019). TOX reinforces the phenotype and longevity of exhausted T cells in chronic viral infection. Nature.

[46] Yao C (2019). Single-cell RNA-seq reveals TOX as a key regulator of CD8^+^ T cell persistence in chronic infection. Nat Immunol.

[47] Hudson WH (2019). Proliferating transitory T Cells with an effector-like transcriptional signature emerge from PD-1^+^ stem-like CD8^+^ T cells during chronic infection. Immunity.

[48] Li H (2019). Dysfunctional CD8 T cells form a proliferative, dynamically regulated compartment within human melanoma. Cell.

[49] Kurtulus S (2019). Checkpoint blockade immunotherapy induces dynamic changes in PD-1^–^CD8^+^ tumor-infiltrating T cells. Immunity.

[50] Koyama M (2019). MHC class II antigen presentation by the intestinal epithelium initiates graft-versus-host disease and is influenced by the microbiota. Immunity.

[51] Minnie SA (2022). Depletion of exhausted alloreactive T cells enables targeting of stem-like memory T cells to generate tumor-specific immunity. Sci Immunol.

[52] Ganguly S (2014). Donor CD4^+^ Foxp3^+^ regulatory T cells are necessary for posttransplantation cyclophosphamide-mediated protection against GVHD in mice. Blood.

[53] MacDonald KP (2017). Cytokine mediators of chronic graft-versus-host disease. J Clin Invest.

[54] MacDonald KP (2017). Chronic graft-versus-host disease: biological insights from preclinical and clinical studies. Blood.

[55] Gartlan KH (2015). Tc17 cells are a proinflammatory, plastic lineage of pathogenic CD8^+^ T cells that induce GVHD without antileukemic effects. Blood.

[56] Koc S (2002). Therapy for chronic graft-versus-host disease: a randomized trial comparing cyclosporine plus prednisone versus prednisone alone. Blood.

[57] Koyama M, Hill GR (2019). The primacy of gastrointestinal tract antigen-presenting cells in lethal graft-versus-host disease. Blood.

[58] Koyama M, Hill GR (2016). Alloantigen presentation and graft-versus-host disease: fuel for the fire. Blood.

[59] Hartigan CR (2019). Memory T cell exhaustion and tolerance in transplantation. Immunol Rev.

[60] Blazar BR (2003). Blockade of programmed death-1 engagement accelerates graft-versus-host disease lethality by an IFN-gamma-dependent mechanism. J Immunol.

[61] Liu Y (2021). IL-2 regulates tumor-reactive CD8^+^ T cell exhaustion by activating the aryl hydrocarbon receptor. Nat Immunol.

[62] Oestreich KJ (2008). NFATc1 regulates PD-1 expression upon T cell activation. J Immunol.

[63] Almawi WY, Melemedjian OK (2000). Clinical and mechanistic differences between FK506 (tacrolimus) and cyclosporin A. Nephrol Dial Transplant.

[64] Anderson BE (2008). Effects of donor T cell trafficking and priming site on graft-versus-host disease induction by naive and memory phenotype CD4 T cells. Blood.

[65] Lanzavecchia A, Sallusto F (2005). Understanding the generation and function of memory T cell subsets. Curr Opin Immunol.

[66] Almeida L (2016). Metabolic pathways in T cell activation and lineage differentiation. Semin Immunol.

[67] Sukumar M (2013). Inhibiting glycolytic metabolism enhances CD8^+^ T cell memory and antitumor function. J Clin Invest.

[68] Vardhana SA (2020). Impaired mitochondrial oxidative phosphorylation limits the self-renewal of T cells exposed to persistent antigen. Nat Immunol.

[69] Hong HS (2022). OXPHOS promotes apoptotic resistance and cellular persistence in T_H_17 cells in the periphery and tumor microenvironment. Sci Immunol.

[70] Au-Yeung BB (2017). IL-2 Modulates the TCR signaling threshold for CD8 but not CD4 T cell proliferation on a single-cell level. J Immunol.

[71] Muranski P (2011). Th17 cells are long lived and retain a stem cell-like molecular signature. Immunity.

[72] Ikegawa S (2019). PTCy ameliorates GVHD by restoring regulatory and effector T cell homeostasis in recipients with PD-1 blockade. Blood Adv.

[73] Ruggeri A (2018). Post-transplant cyclophosphamide for graft-versus-host disease prophylaxis in HLA matched sibling or matched unrelated donor transplant for patients with acute leukemia, on behalf of ALWP-EBMT. J Hematol Oncol.

[74] Nomoto K (1992). Interference with cyclophosphamide-induced skin allograft tolerance by cyclosporin A. J Immunol.

[75] Holtan SG (2022). Post-transplant cyclophosphamide, tacrolimus, and mycophenolate mofetil as the new standard for graft-versus-host disease (GVHD) prophylaxis in reduced intensity conditioning: results from phase III BMT CTN 1703. Blood.

[76] Zhang P (2013). Induced regulatory T cells promote tolerance when stabilized by rapamycin and IL-2 in vivo. J Immunol.

[77] Minnie SA (2023). TIGIT inhibition and lenalidomide synergistically promote antimyeloma immune responses after stem cell transplantation in mice. J Clin Invest.

How the deposited data were processed for this re-analysis (not part of the article)

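Single-cell RNA and TCR libraries of splenic T cells were analysed from recipients given saline, CSA at 5 mg/kg or CSA at 50 mg/kg, 6 mice per group in 3 hashtagged pools of 2 mice, 9 pools in all. Each treatment group was 1 droplet capture that held both CD4+ and CD8+ T cells, so the pools of a group share a capture, and a capture and its treatment cannot be separated by any test used here. The other experiments of the paper (flow cytometry, survival, pathology and the chronic GVHD models) were not analysed here.

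The deposited counts were raw UMI counts per gene and cell, made by the authors from 10x Chromium 5' libraries and filtered by them to the cells and genes kept. Their sum over each cell was tested against the UMI number in the authors' table of cells and was equal in every cell. The hashtag values deposited by the authors were counts of antibody UMIs per cell. The fraction of mitochondrial UMIs per cell was computed by the authors before deposit. The score values per cell (glycolysis, T_SCM_ and T_EX_, for CD4+ T cells) were made by the authors as module scores against control genes, from gene lists that the text read does not name. The other deposited columns, also as the authors made them, gave the capture, pool, treatment, cluster, TEa mark and TCR clonotype of each cell. The aligner, genome build and annotation are not stated in the text read. The CD8+ clusters are numbered from 1 to 9 in the authors' table and were matched to C0 to C8 of the paper by the cell numbers of Figure 4C.

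The count table held 18029 genes. Over all CD4+ cells, a pool held at least 4086252 UMIs, and over all CD8+ cells at least 4392100. Median UMIs per cell rose with dose in both lineages, so comparisons of single cells are affected by depth, and counts were summed per pool for every test of expression. Cells marked TEa were left out of shares, sums and clonality unless stated. Within-cluster tests used pools with at least 10 cells of the cluster.

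Summed counts were tested in edgeR 4.0.16 (R 4.3.3) with filterByExpr, TMM scaling, all 9 pools in 1 fit and the quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.05. Clusters were compared with each other with pool as a block, and CPM of these comparisons are without TMM scaling, while CPM of comparisons between treatment groups are TMM-normalized unless stated. The difference of the change between CD8+ and CD4+ T cells was an interaction term with pool as a block. Gene lists were tested by camera in limma 3.58.1 with an inter-gene correlation of 0.01, adjusted over 4 lists (glycolysis, OXPHOS, T_SCM_ and T_EX_) that were written by hand from general knowledge, since the text read does not name the authors' lists. Lists of erythroid, B cell, myeloid, dissociation, ribosomal protein and histone genes were used for checks.

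Cluster shares, scores and clonality were compared with an exact two-sided permutation test of the Jonckheere-Terpstra trend over all assignments of 9 pools to 3 ordered groups, whose smallest p is 0.00119, with Benjamini-Hochberg adjustment over the clusters of a lineage for shares. The exact test of 3 pools against 3 has a smallest p of 0.1. The share of cycling cells was compared between the lineages of a pool by an exact sign-flip test. Simpson's index was the unbiased form, over amino acid clonotypes. Intervals of the index per cluster came from resampling cells and cover counting error only. TEa marks were permuted 100000 times within groups. Thinning used 2000 UMIs per cell, and pools were thinned to 654 CD4+ or 565 CD8+ cells in 200 draws.

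The genes named were taken from those that the paper names in its single-cell results and, per lineage, from the 5 largest rises and 5 largest falls at 50 mg/kg among genes past the threshold with a mean of at least 50 CPM and no overlap between the pools of 50 mg/kg and saline, without TCR and immunoglobulin segments. This rule, the gene lists, the tests and most alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0 with its size factors, no filter on low counts, library size scaling, a fit of only the groups compared, hashtag number as a block, cells outside the cycling clusters, edgeR on numbers of cells, cells with a clonotype, cells of at least 2000 UMIs, shares of non-cycling or cycling cells, other clonotype definitions and forms of Simpson's index, fry, an estimated correlation, each cluster by itself, saline pools only, and leaving out each pool in turn. TEa cells included in shares, leaving out cells with 2 strong hashtags (a second hashtag of at least 0.5 of the strongest) or unmarked cells with the TEa beta chain, and, for the gene lists, cells of 4000 to 8000 UMIs and library size scaling were added after seeing the data.

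The procedure was tested on simulated data. With 200 genes changed by 1 on the log2 scale, 100% were recovered in each lineage. With the CD4+ depths 17 unchanged genes were called (7.83% of calls), and 8 with the CD8+ depths (3.85%). In a contrast without change 0 genes were called. As many genes were raised as lowered, most were unchanged and no difference between captures was simulated. The choice of scaling, on which the direction of many calls depends, was thus not tested by it. The trend test passed at 0.05 in 4.7% of draws without a change and in 94.7% with steps of 2 SD. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.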

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

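Of the tests in this part, those in T_N_ cells (C9 of CD4+ and C7 of CD8+ T cells) and in CD4+ C1 and CD8+ C2, the share of cells with a clonotype, the UMIs of cells with 2 hashtags, the *Gzmb* share in cells of 4000 to 8000 UMIs, library size scaling of the lists and the alternatives that leave out cells with 2 strong hashtags were chosen only after the result was seen. Since each treatment was 1 capture, an effect of the capture on all results below stays open wherever no test speaks against it.

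Clonality changed differently in the lineages. The log2 ratio of Simpson's index in CD8+ to CD4+ T cells of a pool changed by -2.22 from saline to 50 mg/kg (exact two-sided trend test, p = 0.00952). After thinning pools to the same number of cells the log2 ratio in CD8+ T cells at 50 mg/kg was -3.04, but the unbiased index does not depend on that number by construction, so thinning was no test of it. The single largest clone of each pool is excluded as the whole cause of the fall in CD8+ T cells. Without it the log2 ratio of 50 mg/kg to saline in CD8+ T cells was -2.11. Several large clones together stay open, and the ratio between lineages was not taken without the largest clones. In CD4+ T cells 1 saline pool sets the change of the index, and without it (saline replicate 1) the change of the ratio between lineages was -2.63. Both lineages of a pool came from the same capture, so a difference between captures that acts on both alike would not move this ratio, while one that acts on a single lineage stays open. A lineage-specific effect of CSA on clonal expansion may account for the difference, as a hypothesis.

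Over genes, 2173 changed differently in CD8+ and CD4+ T cells at 50 mg/kg by the interaction test. For *Gzmb* the difference was -1.04 on the log2 scale, with a rise in CD4+ T cells. RNA from other cells is excluded as the source of this rise, since *Gzmb* in CD4+ T_N_ cells fell by 3.04 on the log2 scale. A change in the share of clusters is excluded as its whole cause, since at equal cluster shares the log2 ratio was 0.47 and pools did not overlap (659 ± 36.5 CPM with saline and 913 ± 122 CPM at 50 mg/kg, SD, n = 3 pools). In cells of 4000 to 8000 UMIs, however, the log2 ratio of the share of UMIs was 0.03 in CD4+ and -0.90 in CD8+ T cells, against 0.68 and -0.43 in cells of all depths on this scale, so most of the rise in CD4+ T cells was not seen in this range while the lineages still differed. The range narrows the difference in depth and leaves medians of 5078 UMIs with saline and 5628 at 50 mg/kg in CD4+ T cells. Depth per cell thus stays open for the rise, and a biological difference between lineages stays open, as untested. *Gzma* changed by 2.31 more in CD8+ than in CD4+ T cells. RNA from other cells stays open for the fall of *Gzma* in CD4+ T cells, since the log2 ratio of its share of UMIs in CD4+ T_N_ cells was -5.51, against -2.48 over all CD4+ T cells.

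The share of cycling cells rose by 11.4 points in CD4+ and fell by 8.25 points in CD8+ T cells at 50 mg/kg, a difference of -19.7 points (exact two-sided trend test of the difference, p = 0.00357). By itself the trend passed in CD4+ (p = 0.0214) and not in CD8+ T cells (p = 0.0738, both exact two-sided trend test). The CD8+ pools at 50 mg/kg ran from 38.4% to 52.3% and overlapped with saline (52.2% to 54.0%). The share of CD4+ T cells with a UMI of *Mki67* or *Top2a* after thinning fell while the cycling clusters grew. RNA from other cells may add to that fall, since the share of CD4+ T_N_ cells with such a UMI was 33.3% with saline and 10.8% at 50 mg/kg. Within the cycling clusters the share also fell, from 87.1% to 60.0% in CD4+ and from 87.2% to 53.4% in CD8+ T cells. A change of the cell cycle within the clusters was not separated from this.

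Among the gene lists, the mean log2 change at 50 mg/kg differed between CD8+ and CD4+ T cells by -0.23 for glycolysis, 0.14 for OXPHOS and 0.17 for T_SCM_ genes (adjusted p = 0.00155, 1.25e-08 and 0.0182, camera, limma). With a correlation estimated from the data the unadjusted p was 0.0472, 0.124 and 0.172 (camera, limma), and none passes after adjustment. For OXPHOS itself, a difference between captures that acts on all cells alike is excluded as the whole cause, since the mean change in T_N_ cells was 0.00632 in CD8+ and 0.28 in CD4+ T cells, against 1.05 and 0.89 over all cells. A bias by transcript length is excluded as the whole cause. At 50 mg/kg, OXPHOS genes rose by 0.42 (CD8+) and 0.33 (CD4+) more than genes of similar length and expression. These matched genes themselves rose by a median log2 of 0.70 (CD8+) and 0.60 (CD4+), against 1.11 and 0.95 for OXPHOS genes. Part of the rise was thus shared with genes of similar length and expression. Short genes rose and long genes fell (Spearman correlation of length and change across genes -0.407 in CD4+ and -0.399 in CD8+ T cells). In this correlation genes are not independent replicates. Depth per cell is excluded, since in cells of 4000 to 8000 UMIs the mean change was 1.00 in CD8+ and 0.80 in CD4+ T cells. In CD4+ T cells the rise was not limited to activated cells. At 50 mg/kg it was called there in 10 of 11 clusters, T_N_ cells among them, and not in cycling C6 (0.0464). In CD8+ T cells it was called in 7 of 8 clusters, and T_N_ cells were those in which it was not. An effect of CSA that differs between clusters stays open as a hypothesis, as does a capture effect on some clusters.

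By flow cytometry, the paper reports Tregs as unaffected by lower dose CSA and, elsewhere, as inhibited by CNI treatment. Those flow cytometry experiments were not analysed here. The Treg cluster C11 of the single-cell data, which the paper does not discuss across doses, instead grew by 1.45 points. A boundary between clusters that moved with the capture cannot be told apart from a rise in these cells: over all CD4+ T cells, *Foxp3* rose by a log2 ratio of 0.18 in its share of UMIs, less than its spread between pools, and by 0.59 with TMM scaling (adjusted p = 0.0139, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so the answer depends on the scaling.

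TEa cells made up 0.876% of CD4+ T cells at 50 mg/kg, 2.01 points less than with saline, while the share was higher at 5 mg/kg. A difference in TCR detection between captures is excluded, since the share of CD4+ T cells with a clonotype was 87.2% at 50 mg/kg and 77.2% with saline. A difference in the number of TEa cells injected or engrafted stays open, and no biological explanation was tested.

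A second strong hashtag was found in 5.09% of cells, 3.33% with saline, 6.61% at 5 mg/kg and 6.12% at 50 mg/kg. Cells of 2 pools in 1 droplet may account for them, since within a capture they held 1.55 (saline), 1.67 (5 mg/kg) and 1.70 (50 mg/kg) times the median UMIs of the other cells. Without these cells, 0 of the 12 clusters named in the paper changed direction or trend call in their shares across doses. An effect on the size of the shares that changes neither stays open. No biological explanation was tested.

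Ribosomal protein genes rose at 50 mg/kg by a mean log2 of 0.92 in CD4+ and 1.23 in CD8+ T cells, and also with library size scaling (0.49 and 0.70). A difference between captures that acts on all cells alike is excluded for CD8+ T cells, since the log2 ratio in T_N_ cells was -0.0284. In CD4+ T_N_ cells the log2 ratio was 0.56, against 0.46 in all CD4+ T cells, but in C1 it was 0.0637, which excludes such a difference as the whole cause there too. A change in the cells themselves, which may differ between clusters, stays open as a hypothesis, as does a capture effect on some clusters.

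Replication-dependent histone genes fell at 50 mg/kg by a mean log2 change of -1.81 in CD4+ and -1.89 in CD8+ T cells, also with library size scaling (-2.24 and -2.42). A smaller share of the cycling clusters is excluded as the whole cause, since the log2 ratio within the CD8+ cycling clusters was -2.15. Fewer cycling cells inside these clusters are not excluded by this. There the share of cells with a UMI of *Mki67* or *Top2a* after thinning fell from 87.2% with saline to 53.4% at 50 mg/kg. A difference between captures that acts on all cells alike is excluded as the whole cause, since the log2 ratio was -1.31 in CD8+ C2 and -3.31 in C3. In CD8+ T_N_ cells it was -3.65, more than in all CD8+ T cells (-2.58). A fall of free RNA from dividing cells, fewer cycling cells within the clusters, a capture effect on some clusters and an effect of CSA stay open.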

How the results depend on the processing

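The settings chosen only after results were seen were TEa cells included in the shares, cells with 2 strong hashtags left out, unmarked cells with the TEa beta chain left out and, for the gene lists, cells of 4000 to 8000 UMIs and library size scaling. Over 141 results, the settings that leave out no pool gave 698 values, of which 594 kept direction and side of the threshold (or, without a test, lay within the spread), 14 kept direction and no longer passed, 18 newly passed, 53 reversed and 19 were counts or indices that moved. The hashtag number as a block, which does not pair pools (correlation of pools with the same number -0.0956 to 0.0580), left all 40 values it covers unchanged in direction and call. So did no filter on low counts (43 values), only the groups compared (24), leaving out cycling clusters (24) or cells with 2 strong hashtags (51), TEa cells included (16), and leaving out ribosomal protein and mitochondrially encoded genes (16).

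Among cluster shares at 50 mg/kg, the fall of CD4+ C0 was -10.4 points in cells with a clonotype (adjusted p = 0.0774) and -13.2 points in cells of at least 2000 UMIs (adjusted p = 0.308, range 1.34e-04 to 0.308, exact trend test and edgeR) and passed in neither. The share of C8 reversed in both, to -0.145 and -0.0945 points. With non-cycling or cycling cells as the denominator, C12 (0.118 points) and C2 (0.815 points) reversed, CD8+ C5 fell by 16.6 points and passed, and 4 CD8+ clusters passed. With edgeR on numbers of cells, C12 reversed (log2 change 0.00596), CD8+ C2 (0.52) and C5 (-2.16) passed, and 6 CD8+ clusters passed. The reversed shares passed in no setting. The cause was not tested.

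With the index averaged over pools, Simpson's index per cluster moved beyond the interval in 14 of 22 clusters: in CD4+ T cells to 0.00173 (C0), 8.14e-04 (C1), 2.05e-04 (C2), 0.00219 (C3), 8.23e-04 (C4), 0.00359 (C5), 0.00169 (C6) and 8.66e-04 (C7), and in CD8+ T cells to 6.94e-04 (C0), 9.44e-04 (C1), 0.00234 (C2), 0.00192 (C3), 0.00130 (C5) and 0.00118 (C8). By construction, cells of different pools, whose clonotypes were rarely shared, no longer count as pairs.

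With DESeq2, 797, 782 and 880 genes changed within CD4+ C1, C2 and C3 at 50 mg/kg, and *Bhlhe40* in C3 against C6 (-0.34) no longer passed. Within the saline pools, *Hif1a* in C0 reversed (-0.0938) and in C6 no longer passed (0.11), *Gzma* was higher in C1 than C0 and passed (0.48), and *Cd44* in C3 against C6 no longer passed (-0.32). Fewer pools enter this comparison, and whether that is the cause was not tested.

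The gene lists also depended on the setting. With camera's correlation estimated from the data, the same mean changes at 50 mg/kg no longer passed for T_EX_ genes in CD4+ (-1.55) and CD8+ (-1.51) and OXPHOS genes in CD8+ T cells (1.05). With fry, glycolysis in CD4+ (0.15 at 5 mg/kg, 0.0729 at 50 mg/kg) and in CD8+ T cells at 5 mg/kg (0.0693) and T_SCM_ in CD8+ T cells (0.14, 0.16) passed. By construction fry asks about the list alone. Library size scaling reversed glycolysis in CD4+ (-0.20, -0.37) and at 5 mg/kg in CD8+ T cells (-0.35), and T_SCM_ in CD8+ T cells (-0.28, -0.37), as this scaling lowers the changes of most genes. In cells of 4000 to 8000 UMIs, glycolysis reversed in CD4+ (-0.0792, -0.16) and at 5 mg/kg in CD8+ T cells (-0.0687), T_SCM_ reversed and passed in CD4+ T cells (0.45, 0.59), and T_SCM_ passed in CD8+ T cells (0.65, 0.64). The cause was not tested.

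Within single CD4+ clusters, glycolysis reversed in C4 (-0.31 at 5 mg/kg, -0.36 at 50 mg/kg), C6 (-0.16, -0.32), C9 (-0.0930, -0.24) and C10 (-0.15, -0.0528) and, at 50 mg/kg, in C2 (-0.0831), C3 (-0.0387) and C7 (-0.0772). T_EX_ at 5 mg/kg reversed in C0 (0.0607), C2 (0.0774), C4 (0.16) and C6 (0.31). T_SCM_ reversed in C3 (0.0198, 0.19) and C6 (0.12, 0.0161) and, at 50 mg/kg, in C1 (0.16), C2 (0.49), C5 (0.0771) and C7 (0.40), where C2 passed, and passed in C9 at 5 mg/kg (-0.46). OXPHOS did not pass in C4 at 5 mg/kg (0.0310) or C6 at 50 mg/kg (0.0464) and reversed in C6 at 5 mg/kg (-0.0659). Within single CD8+ clusters, T_SCM_ reversed in C0 (-0.19, -0.00582), C5 (-0.32, -0.31) and C6 (-0.14, -0.25) and, at 5 mg/kg, in C1 (-0.17), C2 (-0.18), C4 (-0.0608) and C7 (-0.0529). Glycolysis at 5 mg/kg reversed in C4 (-0.41, where it passed) and C8 (-0.0745). T_EX_ passed in C1 at 5 mg/kg (-0.28), reversed in C7 at 5 mg/kg (0.0481) and did not pass there at 50 mg/kg (-0.32). OXPHOS did not pass in C4 at 5 mg/kg (0.12) or C7 (0.00526 at 5 mg/kg, 0.00632 at 50 mg/kg). The cause was not tested.

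Leaving out each pool in turn gave 810 values, of which 791 kept direction and call. The change of the CD4+ C0 share ranged from -14.7 to -11.9 points and no longer passed without any 1 saline pool, CSA 5 mg/kg replicate 2, or CSA 50 mg/kg replicate 2 or 3, where the smallest p the test can give is 0.00357 by construction. Shares reversed for C12 (-0.188 to 0.230 points, without CSA 50 mg/kg replicate 1 or saline replicate 1), C7 (-0.125 to 0.854, saline replicate 3), C8 (-0.974 to 1.58, CSA 50 mg/kg replicate 2 or saline replicate 2) and C9 (-0.406 to 0.859, CSA 50 mg/kg replicate 2 or saline replicate 3). The share of CD8+ C3 (3.25 to 7.30 points) passed without CSA 5 mg/kg replicate 1. The log2 ratio of Simpson's index in CD4+ T cells ranged from -1.34 to 0.20 and the change of the authors' T_EX_ score from -2.46e-04 to 6.88e-04, both reversed without saline replicate 1. The T_SCM_ list in CD4+ T cells at 50 mg/kg ranged from -0.10 to 0.00964 and reversed without CSA 50 mg/kg replicate 1. The number of genes at 50 mg/kg was 916 to 1436 in CD4+ C3 (lowest without saline replicate 2) and 1459 to 2330 in CD8+ C5 (lowest without CSA 50 mg/kg replicate 3).

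Depth limits what small clusters show: 1 pool had fewer than 10 cells of CD4+ C6, so C3 was compared with C6 in 8 pools, and CD8+ C4 gave no test of lists at 50 mg/kg, where 20 cells were left.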

Differences from the paper's values

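No test in this part was chosen only after the result was seen. Of 108 values that the paper or its supporting data state for the measures computed here, 0 differed. A value counted as different if it was more than 1.5-fold apart and, for clonality per pool, also beyond the SD of the pools. The numbers of cells per cluster and treatment given for Figures 3C and 4C were equal in 66 of 66 cases when TEa cells were counted. Over cells other than TEa cells, as used for the shares here, CD4+ C0 held 1041 cells with saline. The 40 clonality values for Figures 3 and 4 did not differ from the unbiased index by this rule, which is wide where pools vary.

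Some statements of the paper were not met. The paper states that TEa cells were spread equally over the clusters. Here C0 held 0.491 and C5 1.75 times the number expected, and the permutation test gave p = 4e-05, and p = 1e-05, the smallest it can give, over clusters of at least 100 cells. This test shuffled single cells, so it covers counting error only and not the spread between pools. The paper names C0, C1, C3, C4 and C6 as the CD4+ clusters whose frequency differs. These 5 passed, and C11 passed as well. C11, the Treg cluster, rose, while the paper's flow cytometry found Tregs unaffected by lower dose CSA and inhibited by CNI treatment. That flow cytometry was not analysed here. With edgeR on numbers of cells, C5 also passed at 50 mg/kg and C2 at 5 mg/kg. The paper describes *Cxcr6*, *Tbx21* and *Gzma* as lower in C1 than in C0. None of the 3 was called lower in any setting tried, and *Gzma* was called higher in C1 within the saline pools. Library size scaling was not among the settings of the comparisons between clusters. Without TMM scaling, *Tbx21* was lower in C1 in 8 of 9 pools (124 against 161 CPM) and *Cxcr6* in 7 (497 against 548 CPM). *Gzma* was lower in 6 of 9 pools, with a higher mean (309 against 283 CPM). The statement on *Cxcr6* and *Tbx21* may thus depend on the scaling. *Pdcd1*, given by the paper among the genes of C4, was not called there in any setting tried (log2 difference 0.12). Without TMM scaling it was higher in C4 in 7 of 9 pools. The paper names C0 among the clusters with higher *Hif1a*. C0, C4 and C6 together passed, and C0 by itself did not in any setting tried, although without TMM scaling it was higher in 8 of 9 pools. The paper counts C4 among the CD4+ clusters of high clonality, while it ranked 8 of 13 here and 7 when averaged over pools.

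For changes with dose, the paper describes CD8+ C0 as less and C2 as more numerous under CSA. Neither trend passed, while edgeR on numbers of cells called C2 at both doses and C0 at 5 mg/kg. The paper describes CD8+ C5 as reduced at the higher dose. The trend was not called, while edgeR on numbers of cells and the share of non-cycling cells called it.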

Other observations

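Of the tests in this part, all counts of other splits of the pools were made only after the results were seen, and so was library size scaling of the lists. The tests of *Cd226* between C1 and C0 and of clonotypes shared between pools were not.

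For the numbers of genes that changed in CD4+ or CD8+ T cells at each dose, 1 of 10 splits of the pools (the real one) gave a result as large, and the same held, at each dose, within CD4+ C1, C2 and C3 and CD8+ C5, and for the difference between lineages at 50 mg/kg. By this count alone chance cannot be excluded, since with 3 pools against 3 the share is never under 0.1. The other splits gave at most 0 genes, or at most 2 within CD4+ C3 at 5 mg/kg and for the difference between lineages. For the lists the splits with a result as large were, in CD4+ T cells at 5 mg/kg, 1 for glycolysis, 1 for OXPHOS, 6 for T_SCM_ and 3 for T_EX_, and at 50 mg/kg 1, 1, 7 and 1. In CD8+ T cells they were 3, 1, 7 and 3 at 5 mg/kg and 9, 1, 4 and 4 at 50 mg/kg. Chance cannot be excluded for these by the count of splits alone. For OXPHOS between clusters, 14 of 100 splits gave a difference as large for C1 against C0, and 1 of 100 for C3 against C6. The share of UMIs was higher in C1 than in C0 in 9 of 9 pools, for which an exact two-sided sign-flip test gives p = 0.00391, the smallest it can give. The clusters of both comparisons were made from the same counts, so neither these counts of splits nor this p can exclude chance.

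CD4+ C1 grew and C0 shrank with dose, and dose and capture go together, so clusters that follow the captures cannot be told apart from a shift between cell types. Within the saline capture alone *Cd226* was lower in C1 by a log2 difference of -1.31, but the clusters were made from the same counts, so this decides nothing. That CSA moves cells from C0 to C1 is a hypothesis that was not tested.

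Some clonotypes were found in more than 1 pool of a group. In another pool of the same capture, 2.25% of clonotypes were found (22 of 1200 pairs of clonotype and pool for CD4+ and 42 of 1642 for CD8+ T cells), and in a pool of another capture 0.0821% (3 of 3600 and 4 of 4926), a ratio of 27.4. Wrong pool calls within a capture may account for the difference. In 1087 cells the hashtag of another pool of the study was the strongest, in 1086 of them that of a lower-numbered pool. Their share was at most 0.0703% in replicate 1 of any group and up to 21.5% in replicate 3 (CD8+ T cells, CSA 5 mg/kg). No setting left all of them out, so their effect on the pools as replicates was not tested. Of the cells of clonotypes with 5 or more cells in 1 pool that were found outside that pool, 5 of 6 CD4+ and 8 of 13 CD8+ cells had 2 strong hashtags. Such cells make the pools of a group more alike, and no biological explanation was tested.

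Lists of marker genes were used to look for RNA from other cells, with mean log2 changes at 5 and 50 mg/kg. Erythroid genes (5 tested) changed by 0.14 and 2.18 in CD4+ and by 0.12 and 2.04 in CD8+ T cells, and with library size scaling the direction at 5 mg/kg flipped, to -0.21 and -0.30. B cell genes (4 tested, *Jchain* among them) changed by 0.68 and 1.67 in CD4+ and by 1.45 and 2.48 in CD8+ T cells. Myeloid genes (6 tested in CD4+ and 7 in CD8+ T cells) changed by 0.13 and -0.14 and by 0.21 and -0.10, and flipped at 5 mg/kg with library size scaling (-0.23 and -0.21). Genes of dissociation stress (9 tested), which T cells themselves express, changed by -0.01 and -0.03 in CD4+ and by -0.07 and -0.00 in CD8+ T cells. The ribosomal protein and histone lists hold genes that T cells express throughout. In CD4+ T cells *Hbb-bs* was 3.85 ± 3.05 CPM with saline and 15.0 ± 2.84 CPM at 50 mg/kg, and *Jchain* 0.423 ± 0.298 and 22.6 ± 19.9 CPM (SD, n = 3 pools), genes chosen after their values were seen. RNA of red and B cells at 50 mg/kg is a hypothesis, and no biological explanation was tested.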
